# ZNF512B associates with mitotic spindles, regulates metaphase exit, and is crucial for stem cell differentiation

**DOI:** 10.1093/nar/gkag802

**Published:** 2026-08-11

**Authors:** Lena W Paasche, Nadine Daus, Johannes J Groos, Felix Diegmüller, Carlotta Kreienbaum, Erekle Kobakhidze, Jie Lan, Jörg Leers, Stefanie Wunderlich, Marion Scheibe, Falk Butter, Annette Borchers, Joel P Mackay, Tim Marius Wunderlich, Sandra B Hake

## Abstract

Zinc finger proteins are a large family of DNA-binding factors that play key roles in diverse cellular processes, including gene regulation, RNA metabolism, and cell cycle control. The zinc finger protein ZNF512B has recently been implicated in chromatin organization and transcriptional repression through its direct interaction with the nucleosome remodeling and deacetylase (NuRD) complex, its DNA-binding ability, and its association with the histone variant H2A.Z. Here, we uncover a previously unrecognized role for ZNF512B that is independent of both its zinc finger domains and NuRD association. We identify ZNF512B as a spindle-associated factor that regulates progression through mitosis, specifically controlling metaphase exit. ZNF512B’s internal domain interacts with chromosome segregation proteins and contains 25 repeat motifs, predicted to form a β-helix structure, which are required and sufficient for spindle interaction. Elevated ZNF512B levels result in a profound metaphase arrest that is ultimately lethal; a phenotype arising from the combined activity of its spindle-binding and chromatin-tethering functions. Conversely, ZNF512B depletion accelerates stem cell proliferation, impairs differentiation, and upregulates genes linked to cell cycle progression. Our findings position ZNF512B as a multifunctional protein that acts as a transcriptional repressor, a chromatin aggregator and a novel metaphase exit regulator through spindle fiber binding.

## Introduction

Zinc finger (ZF) proteins represent one of the largest protein families in eukaryotes and are characterized by conserved sequence motifs that fold in small ordered domains stabilized by coordinated zinc ions [1, 2]. These domains often mediate nucleic acid binding [3–5, 6], enabling many ZF proteins to function as sequence-specific transcription factors that regulate gene expression during development, differentiation, and cell cycle progression [1]. Beyond their classical role in transcriptional regulation, a growing number of ZF proteins have been found to exert non-transcriptional functions, including direct involvement in RNA metabolism, chromatin remodeling, protein homeostasis, and even cytoskeletal regulation [1, 3, 7]. Recent studies have demonstrated that certain ZF proteins can also localize to mitotic structures such as the spindle apparatus, where they may contribute to chromosome segregation and mitotic fidelity independently of any DNA-binding activity [8, 9]. These findings suggest that ZF proteins are functionally versatile regulators involved in both nuclear and cytoplasmic processes essential for maintaining genome stability and cellular homeostasis.

Previously, using label-free quantitative mass spectrometry (lf-qMS) screens we identified ZNF512B to be associated with the evolutionary conserved histone variant H2A.Z [10, 11], as well as with H2A.Z’s binding partners PWWP2A [11] and HMG20A [12]. ZNF512B, formerly known as GAM/ZFp [13], is a vertebrate-specific ZF protein. It contains eight ZF domains, which are arranged in four pairs that each comprise one atypical C2HC followed by one typical C2H2 sequence. ZNF512B also contains a large internal region (I) with low complexity and a nuclear localization signal (NLS). Only a few studies of ZNF512B function are available so far; these demonstrate a role for the protein in gene regulation and, possibly as a result, in cell homeostasis [13]. Further, ZNF512B and its paralogue ZNF512 were found to initiate heterochromatin formation at repetitive elements and pericentric regions [14]. It has also been suggested that mutations in regulatory sequences of the *ZNF512B* gene may have a role in the neurodegenerative disease amyotrophic lateral sclerosis (ALS) [15, 16, 17].

We recently discovered a conserved amino acid motif within ZNF512B that resembles a consensus sequence known to act as an interaction motif for the nucleosome remodeling and deacetylase (NuRD) complex. Such NuRD-interaction motifs (NIMs) have been previously identified in the N-terminus of the transcription factor Friend of GATA-1 (FOG-1) and several other regulators of gene expression [18, 19, 20]. We demonstrated that this consensus motif, which is more variable in its composition than previously thought, is both sufficient and required for direct and high-affinity RB Binding Protein 4 (RBBP4) interaction and thereby NuRD complex binding [21]. We further identified ZNF512B as a repressor of gene expression that can act in both NuRD-dependent and -independent ways. Surprisingly, high levels of ZNF512B expression lead to chromatin aggregation foci that form independent of ZNF512B’s interaction with the NuRD complex but depend on its ZF domains.

Here, we report another unexpected function for ZNF512B—one that is both zinc finger- and NuRD-independent. We identify ZNF512B as a mitotic spindle-associated factor that regulates metaphase exit. Its internal domain interacts with proteins involved in the process of chromosome segregation and incorporates a mammalian-specific proline-rich region containing 25 repeats of a six-residue motif, that is predicted to form a highly basic, three-faced β-helix and is sufficient for ZNF512B to bind the mitotic spindle. Elevated levels of ZNF512B cause a severe and fatal metaphase arrest, a striking phenotype that primarily depends on ZNF512B’s spindle-binding ability combined with its chromatin tethering function. Conversely, depletion of ZNF512B leads to accelerated stem cell proliferation and impairs the ability of these cells to differentiate into either beating cardiomyocytes (CMs) or neuronal progenitor cells (NPCs), as further evidenced by the deregulation of numerous gene expression programs involved in, among other processes, cell cycle control, neurogenesis, and muscle contraction.

In conclusion, our findings reveal that ZNF512B functions not only as a chromatin aggregator and transcriptional repressor but also as a novel regulator of mitosis through its association with spindle fibers and its interactors. Moreover, ZNF512B plays a critical role in orchestrating stem cell proliferation, migration, and differentiation, highlighting its multifunctional role in coordinating cell division and developmental processes.

## Materials and methods

### Cell culture and transfections

HeLa Kyoto (HeLaK) cells were grown in Dulbecco’s modified Eagle’s medium (DMEM, Gibco) supplemented with 10% (v/v) fetal calf serum (FCS, Gibco) and 1% (w/v) penicillin/streptomycin (37°C, 5% CO_2_) and routinely tested for mycoplasma contamination via polymerase chain reaction (PCR). Transfections of HeLaK cells were performed using FuGENE^®^ HD Transfection Reagent (Promega) according to the manufacturer’s instructions. Unless stated otherwise, cells were harvested by trypsinization for various assays 48 h after transfection. Transfections of mouse embryonic stem cells (mESCs, v6.5 strain) were performed using jetPEI DNA Transfection Reagent (Polyplus) according to the manufacturer’s protocol. Twenty-four hours after transfection, puromycin (0.25 µg/ml) was used to select mESCs for at least 10 days. Finally, mCherry-positive mESC colonies were characterized by genomic PCR, RT-qPCR, and immunoblotting, respectively.

Naïve mESCs were cultivated in 2iLIF condition as previously described [12]. Specifically, naïve mESCs were cultured on six-well plates coated with 0.1% (w/v) gelatine in 2iLIF medium [N2B27 medium supplemented with 50 μM β-mercaptoethanol, 2 mM L-glutamine, 0.1% (w/v) sodium bicarbonate, 0.11% (w/v) bovine serum albumin fraction V, 1000 units/ml recombinant mouse leukemia inhibitory factor (LIF), 1 µM PD0325901 (MEK inhibitor), and 3 µM CHIR99021 (GSK3 inhibitor)]. Every two days, cells were passaged using Accutase (Stemcell) at a density of 1 × 10^5^ cells/well.

Embryoid body (EB)-mediated differentiation into CMs was performed as previously described [12]. Briefly, naïve mESCs (Day 0) were primed using differentiation medium [DMEM, Gibco supplemented with 10% (v/v) FCS, 2 mM L-glutamine, 1% (w/v) nonessential amino acids, 0.1 mM β-mercaptoethanol, and 1000 U/mL LIF] for 2 days. Hanging drops containing 1000 cells in 25 µl of differentiation medium (without LIF, supplemented with 50 µg/ml vitamin C) were prepared and cultured for 4 days. Afterward, droplets containing EBs were carefully transferred to a 24-well plate coated with 0.1% (w/v) gelatine and further cultured for 1.5 days in differentiation medium (supplemented with 50 µg/ml vitamin C). Beating CMs were observed starting from differentiation Day 7.

Neural progenitor cell (NPC) differentiation was carried out based on the protocol by Bibel *et al*. [22]. Briefly, naïve mESCs were primed as mentioned above. Hanging drops containing 1000 cells were prepared in 25 µl of differentiation medium (without LIF) for 4 days. Then, EBs were pooled and cultured on 100/20 mm bacterial plates in suspension in differentiation medium [without LIF, supplemented with 5 µM retinoic acid (RA)] for 4 days. Medium was changed every two days. On differentiation Day 10, the generated EBs containing NPCs were collected for further analyses.

### Plasmid cloning

Human ZNF512B full-length (FL) and deletion plasmids were obtained from [21]. Additional GFP-ZNF512B_IN, _IC, _ΔIN, and _IN_ΔNLS plasmids were constructed as described in [21]. The SV40 large T-antigen NLS sequence was introduced to the IN construct to ensure proper nuclear localization. *Xenopus laevis* Znf512b was amplified from *X. laevis* complementary DNA (cDNA) using Q5 High-Fidelity DNA Polymerase (NEB) and cloned into the pIRESneo-GFP [23] vector via NEBuilder HiFi DNA Assembly (NEB). pc1116-H2B-mRFP [24] was a gift from Prof. M. Cristina Cardoso (Cell Biology and Epigenetics, Department of Biology, Technical University of Darmstadt, Germany). *Zfp512b* KO mESC cell lines were established using CRISPR–Cas9 technology. Briefly, single guide RNAs (sgRNAs) were designed to target the third exon of *Zfp512b* using the online tool CRISPOR, synthesized by Integrated DNA Technology (IDT), and cloned into the vector pX461 (Addgene). Donor pUC19-based vectors containing either mCherry or a puromycin resistance and mammalian transcriptional triple terminators bGH + hGH + SV40 (synthesized by GENEWIZ) surrounded by homology arms were constructed via NEBuilder HiFi DNA Assembly (NEB). Homology arms were generated from mESC genomic DNA obtained using the QIAamp DNA Mini Kit (QIAGEN) via PCR using Q5 High-Fidelity DNA Polymerase (NEB). All relevant sgRNA sequences and primers are listed in the Supplementary Information.

### Primers and oligos

All primers and oligos are listed in the Supplementary Information.

### Immunofluorescence microscopy

Immunofluorescence (IF) staining of cells and their microscopic analysis was performed as previously described [12]. Briefly, 1 × 10^5^ adherent HeLaK cells expressing GFP, GFP-ZNF512B, or its deletions/mutants were seeded on coverslips in 24-well plates and cultured overnight (ON). The next day, cells were washed two times with phosphate-buffered saline (PBS) and fixed for 15 min in PBS containing 1% (v/v) formaldehyde. After washing, cells were permeabilized and blocked with PBS containing 0.1% (v/v) Triton^™^ X-100 (PBS-T) and 1% (w/v) bovine serum albumin (BSA) for 20 min. Cells were incubated stepwise with primary and then secondary antibodies in PBS-T + 1% (w/v) BSA for 30 min with three wash-steps using PBS-T in between. After three final PBS-T wash-steps, DNA was stained with 10 µg/ml Hoechst solution for 3 min. After washing with H_2_O, coverslips with cells were then mounted in Fluoromount-G^®^ mounting medium (SouthernBiotech) on microscope slides (Epredia). Images were acquired using an Axio Observer.Z1 inverted microscope (Carl Zeiss) with an Axiocam 506 mono camera system. Image processing was performed with Zeiss Zen (version 3.1, blue.edition) and ImageJ2 (version 2.14.0/1.54f).

Live-cell imaging to monitor mitotic progression of HeLaK cells expressing RFP-H2B and various GFP-ZNF512B constructs was executed with a CELLCYTE X (Cytena) microscope using a ×10 objective. Cells were transfected as described above. Imaging started 4–6 h post-transfection with the following set up: 16 images per well were taken every 20 min for 36 h with 150 ms exposure time for the green channel (excitation: 473–492 nm, emission: 502–561) and 450 ms exposure time for the red channel (excitation: 580–598, emission: 612–680 nm). Image processing was performed with Zeiss Zen (version 3.1, blue.edition), ImageJ2 (version 2.14.0/1.54f), and Imaris (version 9.9.0). For more detailed 3D visualization, a Zeiss Spinning-Disk microscope system (Axio Observer.Z1) equipped with a ×100 objective was used.

For growth curve analyses of mESCs, cells were imaged every 1 h for 3 days and 25 pictures/well were taken at each time point. Live-cell imaging movies and analyses of growth curves were generated with the Cytena software.

### Antibodies

All antibodies are listed in the Supplementary Information.

### DNase I-immunoprecipitation (DNase I-IP) and mass spectrometry sample preparation

Immunoprecipitation was performed in quadruplicates using GFP-Trap^®^ magnetic particles M-270 (Chromotek) following the manufacturer’s protocol. In brief, 5 × 10^6^ cells per replicate were incubated for 30 min on ice with 200 µl of RIPA buffer [10 mM Tris/Cl pH 7.5, 150 mM NaCl, 0.5 mM EDTA, 0.1% (v/v) SDS, 1% (v/v) Triton^™^ X-100, 1% (w/v) deoxycholate] supplemented with DNase I (187.5 U/ml, Thermo Fisher Scientific), 2.5 mM MgCl_2_, and protease inhibitor cocktail. After centrifugation at 17 000 × *g* for 10 min at 4°C, lysate was transferred to a fresh tube and mixed with 300 µl of dilution buffer (10 mM Tris/Cl pH 7.5, 150 mM NaCl, and 0.5 mM EDTA) supplemented with protease inhibitor cocktail. Lysate was then incubated with 25 µl of GFP-Trap^®^ magnetic particles M-270 (Chromotek) rotating overnight at 4°C. After incubation, beads were washed three times with wash buffer [10 mM Tris/Cl pH 7.5, 150 mM NaCl, 0.05% (v/v) Nonidet^™^  *P*-40 Substitute, and 0.5 mM EDTA].

For analysis via mass spectrometry, precipitated proteins were eluted by incubation of beads with 50 µl of elution buffer [2 M Urea, 50 mM Tris/Cl pH 7.5, 2 mM DTT, and 20 µg/ml Trypsin Gold (Promega)] for 30 min at 37°C and 1400 rpm in the dark. Supernatants were transferred into fresh tubes, and beads were further incubated in 50 µl of alkylation buffer (2 M Urea, 50 mM Tris/Cl pH 7.5, and 10 mM chloroacetamide) for 5 min at 37°C and 1400 rpm in the dark. Both eluates were combined and incubated overnight at 25°C and 800 rpm in the dark. The next day, trypsin digestion was stopped by addition of 1 µL trifluoroacetic acid (Thermo Fisher Scientific).

### Label-free quantitative mass spectrometry and protein–protein interaction network analysis with STRING

lf-qMS data acquisition and analysis were performed as previously described with some modifications [21]. Briefly, peptides were desalted on StageTips [24] and analyzed by nanoflow liquid chromatography using an NanoElute2 HPLC system coupled online to a TimsTOF HT mass spectrometer (both Bruker). Peptides were separated on an Aurora Ultimate CSI 25 × 75 C18 UHPLC column (Ionopticks) at 50°C for reverse-phase chromatography using a 37 min gradient from 2% to 32% (v/v) acetonitrile in 0.1% (v/v) formic acid at 300 nl/min. MS data were acquired with the standard data-dependent acquisition PASEF mode.

Raw files were processed with MaxQuant (v2.4.2.0) [25] against the human UniProt database (81 194 entries). Carbamidomethylation was set as a fixed modification, while methionine oxidation and protein *N*-acetylation were included as variable modifications. Results were determined at a false discovery rate of 1% on peptide and protein level and LFQ quantification enabled. Reverse hits, contaminants, site-only identifications, and proteins identified with fewer than two peptides (including at least one unique peptide) were excluded from further analysis. Missing values were imputed using a beta distribution at the limit of quantification.

Protein–protein interaction (PPI) networks were obtained from STRING (version 12.0) [26] database with “confidence score” > 0.7 (high confidence). Clusters were generated with *k*-means (obsolete) choosing the option of three clusters. The PPI enrichment *P*-value was < 1.0e-16.

### RNA extraction, RT-qPCR, and RNA-seq

RNA extraction was performed as described [27]. Briefly, total RNA was extracted using the RNeasy Mini Kit (QIAGEN) with on column DNase digest (RNase-Free DNase Set, QIAGEN) according to the manufacturer’s instructions. One microgram of total RNA was reverse transcribed using the Transcriptor First Strand cDNA Synthesis Kit (Roche) with random hexamer primers, according to the manufacturer’s protocol. For subsequent qPCR analysis, technical triplicates of 3 µl of cDNA (1:20 dilution), 7.5 µl of iTaq^™^ Universal SYBR^®^ Green Supermix (Bio-Rad), 3 µl of water, and 1.5 µl of primer mix (5 µM forward and reverse primer) were used. The qPCR program consisted of 5 min at 95°C, followed by 40 cycles at 95°C for 3 s and 60°C for 20 s. Lastly, Ct values of technical triplicates were averaged, and fold change expression was calculated with the Delta-Delta Ct method, normalizing to control samples and HPRT1 expression.

mRNA sequencing (mRNA-seq) was performed at Biomarker Technologies (Germany).

### Bioinformatics analysis

mRNA-seq analysis was performed on the Galaxy platform [28]. Raw sequencing files (FASTQ) were adapter- and quality-trimmed using trimGalore [29]. Alignment of the trimmed sequencing reads to the mm9 reference genome (Illumina’s iGenomes) was performed using Hisat2 v.2.2 [30]. Read counts per gene were obtained from BAM files using featureCounts [31] from the Rsubread package [32] and the mouse mm9 gene transfer format (GTF).

Normalization of read counts and detection of differentially expressed genes (DEGs) was performed with DESeq2 [33] v1.46.0 in R v4.4.1 (https://www.R-project.org/). If not otherwise indicated, significant DEGs were chosen based on an adjusted *P*-value < 0.05 (Supplementary Tables S1 and S2). Based on the resulting DEGs, Venn diagrams were generated using the eulerr [34] and ggplot2 [35] packages. The overlap between KO clones and cell stages was used for an over-representation gene ontology (GO) [36, 37] and KEGG pathway [38, 39, 40] analysis with clusterProfiler [41]. Volcano plots were created with ggplot2 [35]. For the analysis of lf-qMS data, volcano plots were generated using ggplot2 based on thresholds of −log10(*P*-value) > 1.3 (two-tailed Welch’s *t*-test) and log2 fold change > 1. Genes encoding significantly enriched proteins were subjected to a GO ORA [36, 37] using clusterProfiler [41].

### Structure predictions

Protein structures were predicted using either AlphaFold2 implemented as ColabFold (https://colab.research.google.com/github/sokrypton/ColabFold/blob/main/AlphaFold2.ipynb) or the AlphaFold3 server (https://alphafoldserver.com/) and visualized in Pymol 3.1 (Schroedinger software).

## Results

### ZNF512B localizes to mitotic spindles via its internal region and independent of NuRD interaction

We recently reported that overexpression of the zinc finger protein ZNF512B, fused either N- or C-terminally to a GFP-tag (GFP-ZNF512B or ZNF512B-GFP), leads to the formation of distinct nuclear foci, the size of which correlates with ZNF512B expression levels [21]. This chromatin aggregation phenotype is driven by a combination of ZNF512B’s zinc finger-dependent abilities to oligomerize and to bind DNA. Upon closer examination of GFP-ZNF512B expressing cells outside of interphase, we observed a striking shift in its subcellular localization: In metaphase, a large portion of the GFP-ZNF512B protein pool re-localized from chromatin to the mitotic spindle, with only a minor fraction remaining associated with condensed chromosomes (Fig. 1A and Supplementary Fig. S1A). This spindle localization was further confirmed in greater detail by live-cell imaging of GFP-ZNF512B in cells transiently expressing red fluorescent protein (RFP)-tagged histone H2B to visualize chromatin (Movie 1).

**Figure 1.**
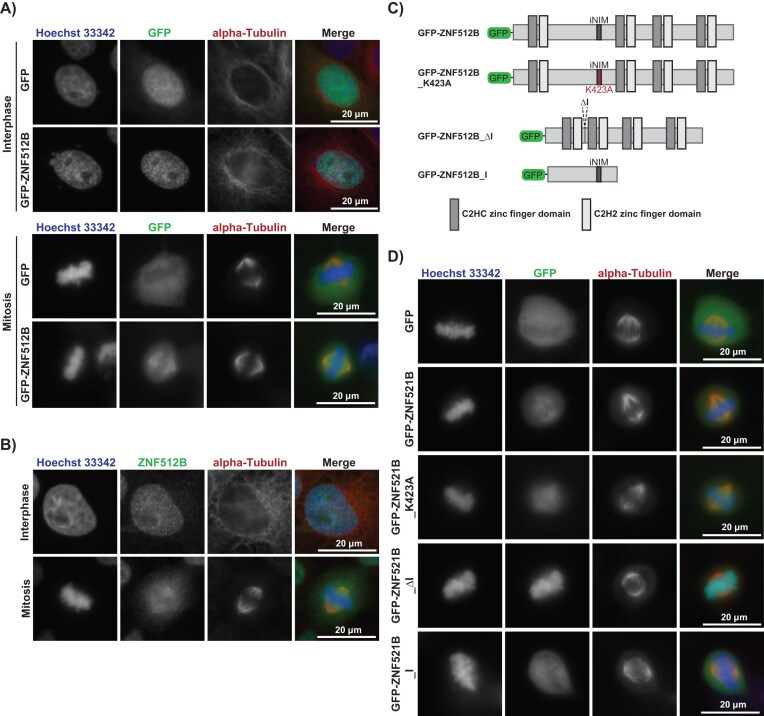
ZNF512B associates with mitotic spindles via its internal region, independently of NuRD binding. (**A**) IF microscopy pictures of HeLaK cells during interphase (top) and mitosis (metaphase; bottom) transfected with GFP (control) or GFP-ZNF512B (green). DNA (blue) was visualized by Hoechst 3342 and microtubules/mitotic spindles by anti-alpha-tubulin (red) staining; scale bar: 20 µm. See also Movie 1. (**B**) IF microscopy pictures of HeLaK cells stained with Hoechst 3342 (DNA, blue), anti-ZNF512B (green), and anti-α-tubulin (microtubules/mitotic spindle; red); scale bar: 20 µm. (**C**) Schematic depiction of GFP-ZNF512B, its lysine 423 to alanine substitution mutant (K423A) and various deletion constructs. (**D**) IF microscopy pictures of HeLaK cells during metaphase transfected with GFP (control), GFP-ZNF512B or point mutant or deletion constructs (green). DNA (blue) was visualized by Hoechst 3342 and microtubules/mitotic spindles by anti-alpha-tubulin (red) staining; scale bar: 20 µm.

Given the strong overexpression of GFP-ZNF512B protein in our experimental system (approximately 500-fold enrichment of ZNF512B mRNA compared to endogenous levels [21]), we next asked whether the observed mitotic spindle localization might represent an overexpression artifact. To address this question, we performed IF microscopy with an antibody against endogenous ZNF512B [21]. Consistent with the localization of overexpressed GFP-ZNF512B, endogenous ZNF512B protein was also clearly detected at the mitotic spindle apparatus in metaphase, anaphase and at the midbody in cytokinesis (Fig. 1B, and Supplementary Fig. S1B and C). This finding confirms that ZNF512B’s association with spindle fibers during mitosis is not an experimental artifact.

Next, we investigated which region in ZNF512B is required for spindle binding by analyzing the mitotic localization of several GFP-ZNF512B mutant constructs that we had previously functionally described [21] (Fig. 1C). A key focus was to assess whether spindle recruitment requires ZNF512B’s direct interaction with the NuRD complex, which is mediated by its variant internal NuRD interaction motif (iNIM) [21]. Several components of NuRD, such as CHD4 [42] and MTA1 [43], have been reported to localize to the mitotic spindle, and the NuRD subunit RBBP4 (to which ZNBF512B directly binds) has been shown to be essential for bipolar spindle assembly during meiotic metaphase [44].

To evaluate the potential role of the NuRD complex in recruiting ZNF512B to the mitotic spindle, we used the K423A point mutant of ZNF512B (Fig. 1C), which is unable to bind NuRD [21]. We also examined GFP-ZNF512B constructs with either all eight zinc fingers deleted—retaining only the internal region (I)—or with the internal region containing the iNIM deleted—retaining all zinc fingers (ΔI) (Fig. 1C). Unexpectedly, both GFP-ZNF512B_K423A and GFP-ZNF512B_I mutants retained spindle-binding ability (Fig. 1D). In contrast, GFP-ZNF512B_ΔI failed to associate with the spindle apparatus (Fig. 1D), indicating that the internal region of ZNF512B is both necessary and sufficient for mitotic spindle localization, and that this interaction is NuRD independent.

Next, we investigated whether ZNF512B is responsible for recruiting NuRD complex members to the mitotic spindle. Overexpression of GFP-ZNF512B_I and GFP-ZNF512B_ΔI constructs revealed that the relatively weak localization of endogenous CHD4 to spindle fibers remained, regardless of the ZNF512B’s ability to bind the NuRD complex (Supplementary Fig. S1D). Interestingly, ZNF512B’s direct binding partner RBBP4 showed increased localization to spindle fibers when ZNF512B’s internal region containing the iNIM was present, compared to the ΔI construct, which is unable to associate with either the mitotic spindle or RBBP4 (Supplementary Fig. S1E). These results suggest that ZNF512B may not be required for the recruitment of all NuRD complex components to the spindle apparatus, but does play a role in the spindle association of its direct interaction partner RBBP4.

In summary, we have identified the internal region of ZNF512B to be necessary and sufficient for its association with mitotic spindles, independently of NuRD complex interaction.

### ZNF512B’s N-terminal internal region is sufficient for spindle interaction

To further refine the region of ZNF512B responsible for spindle binding, we first examined the evolutionary conservation of ZNF512B’s internal region, which comprises a low-complexity sequence [21]. Interestingly, only a C-terminal portion of the internal region (IC) is conserved across all vertebrates, whereas an N-terminal portion (IN) is specific to mammals (Supplementary Fig. S2). Visual inspection of the sequence of ZNF512B’s IN region revealed 25 tandem copies of a six-residue motif that broadly follows the consensus sequence [KR]-P-ϕ-[Pπ]-ϕ-π (where ϕ is an aliphatic hydrophobic residue and π is a small, polar residue; Fig. 2A and B). This region was conserved overall in other mammalian orthologues, though with the insertion or deletion of one or more repeat motifs compared to the human protein. Prediction of the structure of the human IN region using AlphaFold2 suggests, albeit with moderate confidence, that this region forms an unusual three-faced, right-handed β-helix (Fig. 2C and Supplementary Fig. S3A).

**Figure 2.**
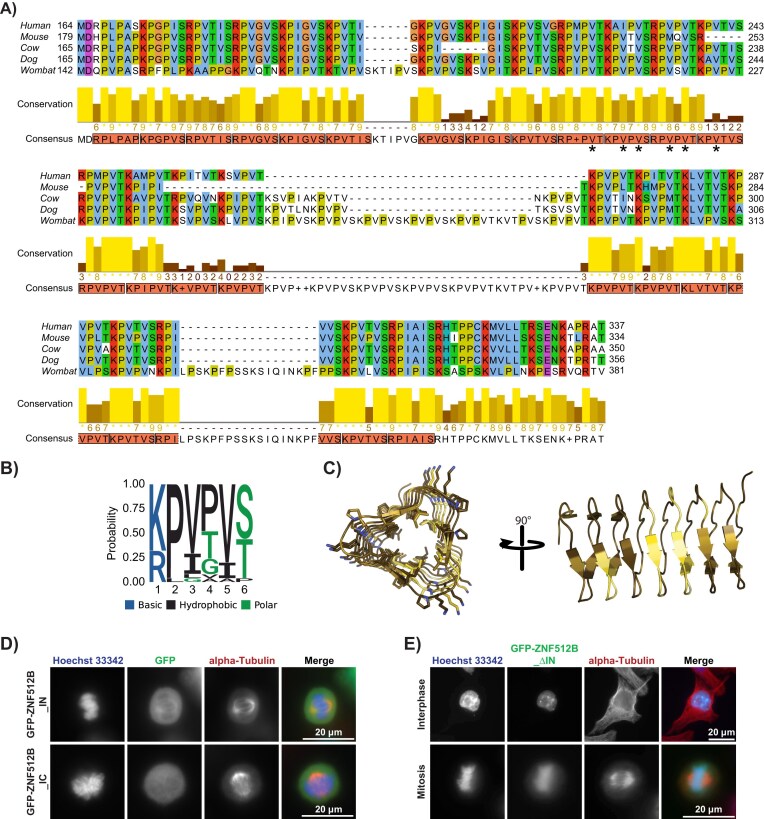
The mammalian-specific N-terminal portion of ZNF512B’s internal region forms a β-helix structure and is sufficient and required for spindle association. (**A**) Amino acid alignment of the N-terminal portion of ZNF512B’s internal region (IN) across mammalian and marsupial (Wombat) species with the SnapGene (Version 8.0.3) Software using Clustal-Omega and Jalview (Version 2.11.4.1). Protein Sequences were obtained from uniprot.org for human (*Homo sapiens*, Entry Q96KM6), mouse (*Mus musculus*, Entry Q6ZPW1), cow (*Bos taurus*, Entry G3N139), dog (*Canis lupus familiaris*, Entry A0A8P0NRY1), and wombat (*Vombatus ursinus*, Entry A0A4 × 2L7 × 1). Consensus sequence and conservation score were generated using Jalview Version 2.11.4.1. Amino acids are colored in the Clustal X default coloring scheme: hydrophobic (blue), positive charge (red), negative charge (magenta), polar (green), cysteine (pink), glycine (orange), proline (yellow), aromatic (cyan), and unconserved or gap (white). Repeat regions are marked by oranges boxes in the consensus sequence. (**B**) Sequence logo of tandem repeat motifs within the IN region of ZNF512B. Residue probability at each position is represented by height. The logo was generated using the ggseqlogo (Version 0.2.2) package in R [45]. (**C**) AlphaFold2 prediction of the folding of ZNF512B’s IN region. Shown are two views rotated 90°. (**D**) IF microscopy pictures of HeLaK cells during metaphase transfected with GFP-ZNF512B_IN or GFP-ZNF512B_IC constructs (green). DNA (blue) was visualized by Hoechst 3342 and microtubules/mitotic spindles by anti-α-tubulin (red) staining; scale bar: 20 µm. (**E**) IF microscopy pictures of HeLaK cells during interphase (top) or metaphase (bottom) transfected with GFP-ZNF512B_ΔIN constructs (green). DNA (blue) was visualized by Hoechst 3342 and microtubules/mitotic spindles by anti-α-tubulin (red) staining; scale bar: 20 µm.

Based on these sequence alignments, we generated GFP-tagged constructs containing either the IN or IC region of ZNF512B; with the IN region fused to a NLS sequence to ensure nuclear localization of both constructs as the endogenous NLS is predicted to be located solely within the IC domain (Supplementary Fig. S2). Surprisingly, upon transient transfection, only the mammalian-specific IN but not the evolutionary conserved IC region was able to associate with spindle fibers during metaphase (Fig. 2D). Equally, deletion of the IN region within full-length ZNF512B (GFP-ZNF512B_ΔIN) resulted in the inability to bind mitotic spindles (Fig. 2E). These data clearly demonstrate that the IN region in ZNF512B is sufficient and required for spindle interaction.

In line with this finding, GFP-tagged *X. laevis* Znf512b protein, which naturally lacks the IN domain (Supplementary Fig. S2), did not localize to the mitotic spindle nor was it found in the midbody, although it was still able to bind condensed chromatin during mitosis and to form ZF-dependent chromatin aggregates in interphase, when expressed in human HeLaK cells (Supplementary Fig. S3B).

In conclusion, we identified a mammalian-specific internal N-terminal region of ZNF512B, which may adopt a β-helix structure, as both necessary and sufficient for its interaction with the mitotic spindle.

### ZNF512B’s internal region interacts with proteins involved in chromosome segregation

Next, we investigated how ZNF512B associates with mitotic spindles. One possibility is a direct interaction with tubulin. We expressed the IN domain without an extra NLS to prevent its nuclear localization (GFP-ZNF512B_IN_ΔNLS), thereby enabling a potential interaction with microtubules in interphase cells if this domain were capable of binding non-mitotic tubulin fibers. IF microscopy pictures clearly confirmed cytoplasmic localization of this ΔNLS GFP-tagged IN construct; however, no co-localization with microtubules was observed (Fig. 3A). These findings indicate that ZNF512B either does not directly bind tubulin or that mitosis-specific post-translational modifications of tubulin (or ZNF512B) or additional proteins are required to mediate this interaction.

**Figure 3.**
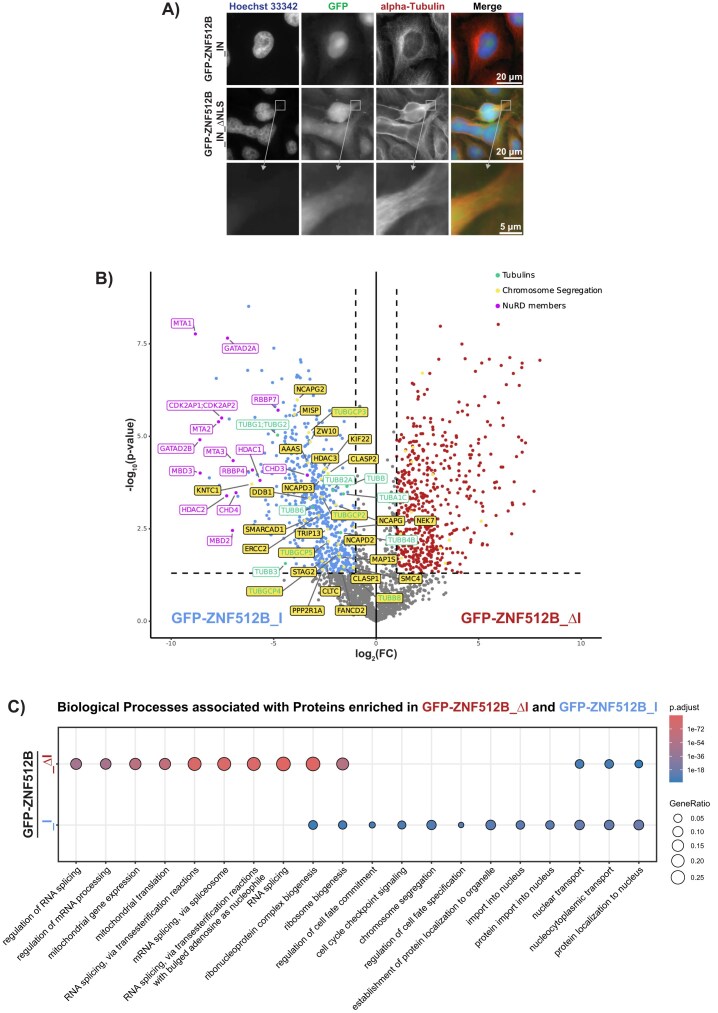
ZNF512B’s internal domain mediates interaction with proteins involved in chromosome segregation. (**A**) IF microscopy pictures of HeLaK cells during interphase transfected with GFP-ZNF512B_IN or GFP-ZNF512B_IN_ΔNLS constructs (green). DNA (blue) was visualized by Hoechst 3342 and microtubules by anti-α-tubulin (red) staining; scale bar: 20 µm. Bottom panel shows an enlargement (gray box) of cytoplasmic microtubules and GFP-ZNF512B_IN_ΔNLS, demonstrating no association between these two structures; scale bar: 5 µm. (**B**) Volcano plot of lf-qMS data comparing proteins enriched on GFP-ZNF512B_I (blue) with those bound to GFP-ZNF512B_ΔI (red). Yellow dots mark proteins associated with the process of chromosome segregation, green dots mark tubulin proteins and purple dots mark NuRD complex members. Dashed lines indicate thresholds for significantly enriched proteins (*P*-value < 0.05, log2FC > 1). (**C**) ORA using the GO database (“biological processes”) of significantly enriched proteins identified by lf-qMS (see B) bound to either GFP-ZNF512B_I or GFP-ZNF512B_ΔI.

To identify potential candidate proteins that mediate ZNF512B’s spindle association, we reanalyzed our previously published label-free quantitative mass spectrometry (lf-qMS) dataset of proteins interacting with GFP-ZNF512B and the NuRD-binding deficient GFP-ZNF512B_K423A mutant [21]. Interestingly, STRING analysis of all proteins identified in these pull-downs (*P*-value < 0.05, log2FC > 1) revealed that several proteins, interacting with ZNF512B independently of NuRD, are also linked, besides ribosome biogenesis, to chromosome segregation (Supplementary Fig. S4A and B).

To further refine the candidate list, we performed an additional lf-qMS experiment comparing proteins interacting with the ZNF512B internal domain alone (GFP-ZNF512B_I; sufficient for spindle binding) to proteins associated with a ZNF512B construct lacking the internal domain (GFP-ZNF512B_ΔI, unable to bind to the mitotic spindle). In this experiment, samples for GFP-Trap immunoprecipitations were prepared using DNase I-digested whole-cell lysates instead of MNase-digested nuclear extracts employed previously [21], enabling the pull-down of a substantially larger number of proteins (Supplementary Fig. S4C and D). As expected, comparison of proteins enriched in GFP-ZNF512B_I versus GFP-ZNF512B_ΔI (Fig. 3B) again revealed, by over-representation analysis (ORA) using the GO database of biological processes, enrichment of proteins associated with chromosome segregation specifically for the GFP-ZNF512B_I construct, but not for GFP-ZNF512B_ΔI samples (Fig. 3C). Interestingly, several β-tubulin and γ-tubulin isoforms, likely constituents of the mitotic spindle, were also identified. Together, these results suggest that the internal domain of ZNF512B is sufficient for interaction with the mitotic spindle and spindle-associated proteins.

### Overexpression of GFP-ZNF512B results in mitotic arrest dependent on IN-mediated spindle binding

Next, we investigated whether elevated levels of ZNF512B and/or its spindle-binding ability affect mitotic progression. We transfected either GFP alone (control) or diverse GFP-ZNF512B mutant constructs into HeLaK cells stably expressing RFP-tagged H2B and performed live-cell imaging. Cells were monitored over a 36 h time period, with images acquired every 20 min using the CELLCYTE X (Cytena) system. The duration of mitosis was subsequently quantified. Typically, HeLaK cells spend approximately one hour in mitosis, as we also observed in cells expressing GFP alone (Fig. 4A–C, Movie 2). In contrast, GFP-ZNF512B overexpression caused a severe mitotic arrest lasting up to 25 h, with an average mitotic duration of 17 h, after which most of the cells died (Fig. 4A–C, Movie 3). We next tested cells expressing the GFP-ZNF512B_K423A point mutant, which cannot bind NuRD but retains the ability to associate with the mitotic spindle. These cells exhibited a similarly pronounced mitotic arrest followed by cell death, indicating that this phenotype is independent of NuRD binding (Fig. 4A–C, Movie 4).

**Figure 4.**
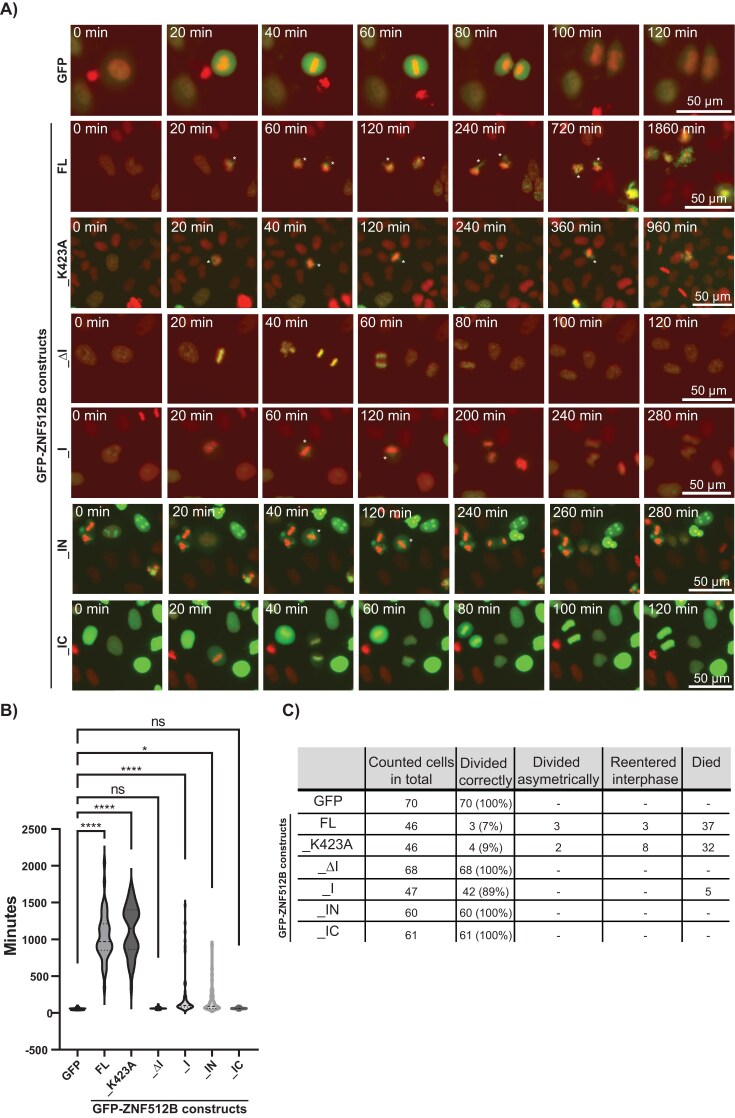
Elevated levels of ZNF512B lead to severe mitotic delay, depending on its IN region. (**A**) Pictures taken at different time points from live-cell imaging movies from HeLaK cells stably expressing RFP-H2B (red) transfected with various GFP-ZNF512B mutant and deletion constructs (green, see Fig. 1C). Asterisks indicate mitotic spindles. See Movies 2–8; scale bar: 50 µm. (**B**) Quantification of time spent in mitosis by transfected HeLaK cells (see A). Significance was calculated in Prism with one-way ANOVA, where ns = >0.05, * = <0.05, ** = <0.01, *** = <0.001, and **** = <0.0001. For total cell number see panel (C). (**C**) Table summarizing observed phenotypes in transfected cells (see A).

On the other hand, deletion of the spindle-binding internal domain (GFP-ZNF512B_ΔI) did not cause any mitotic defects (Fig. 4A–C, Movie 5), while expression of only the internal domain alone (GFP-ZNF512B_I) again led to a mitotic delay, though less severe than observed with the full-length protein (Fig. 4A–C, Movie 6). In this case, cells were able to survive a delayed mitotic exit, suggesting that excess of ZNF512B and its enhanced spindle association and zinc finger-mediated chromatin binding are particularly detrimental. As expected, overexpression of spindle-binding GFP-ZNF512B_IN (Fig. 4A–C, Movie 7), but not GFP-ZNF512B_IC (Fig. 4A–C, Movie 8), also led to a mild mitotic delay of approximately 2.5 h, further supporting the idea that docking of even a minimal ZNF512B fragment with the mitotic spindle apparatus is sufficient to impair timely mitosis exit.

Together, these data suggest that high levels of ZNF512B protein disrupt normal mitotic progression, likely through its combined association with the mitotic spindle and chromatin; interactions that are mediated by the internal N-terminal region and the zinc finger domains, respectively.

### ZNF512B depletion leads to a growth advantage and upregulation of genes involved in cell cycle control

Having shown that ZNF512B binds to the mitotic spindle via its internal N-terminal region and that high levels of ZNF512B cause a severe mitotic delay followed by cell death, we next investigated whether depletion of ZNF512B would have the opposite effect on cell division and proliferation. We generated ZNF512B-depleted mouse embryonic stem cells (*Zfp512b* KO mESCs) by inserting a triple transcriptional terminator sequence after the third exon of the murine *Zfp512b* gene (Supplementary Fig. S5A). Upstream of the terminator sequence, an mCherry or puromycin resistance gene were also inserted to enable selection of homozygous clones. It was impractical and technically challenging to establish WT cells subjected to the same genome editing and selection process. We obtained six independent *Zfp512b* KO mESC clones, confirming their identity at the genomic, RNA, and protein levels (Supplementary Fig. S5B–D). Interestingly, all naïve *Zfp512b* KO mESC clones exhibited enhanced proliferation compared to wild-type (WT) cells (Fig. 5A). This striking finding aligns well with our observation that elevated ZNF512B levels cause a mitotic delay, further supporting a role for ZNF512B in the regulation of mitosis in both human and mouse cells.

**Figure 5.**
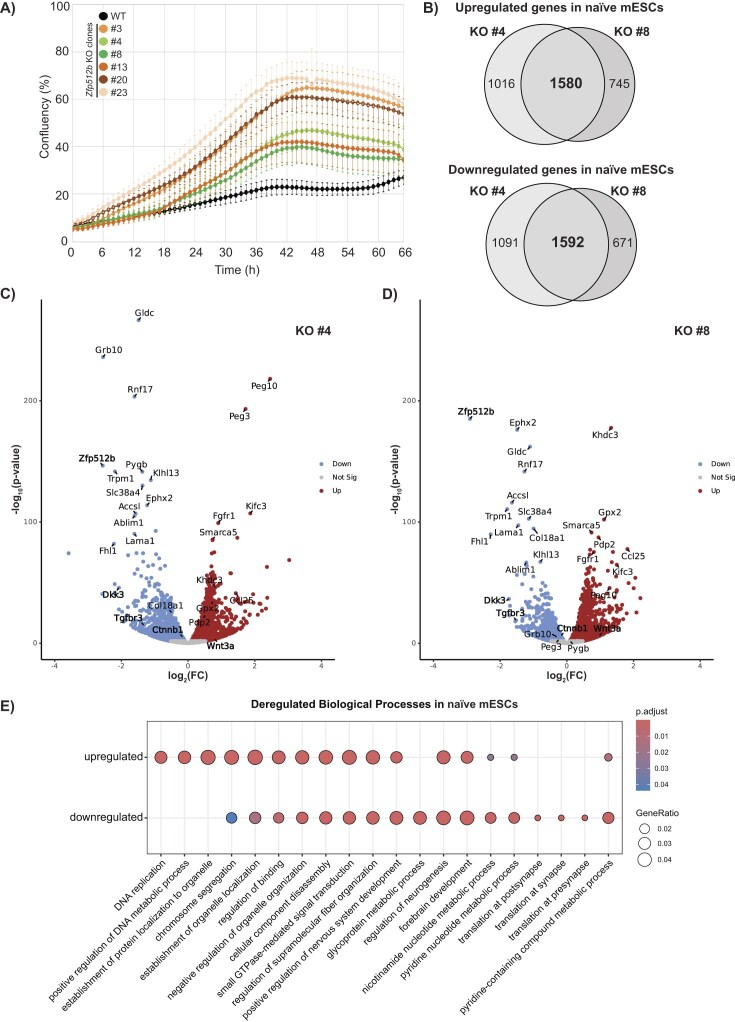
ZNF512B depletion leads to faster proliferating stem cells. (**A**) Growth curve analysis of WT and six naïve *Zfp512b* KO mESC cell clones. Cells were imaged every 1 h for 3 days and 25 pictures/well were taken at each time point. Error bars show standard deviation. (**B**) Venn diagrams of significantly (*P*-value < 0.05) differentially up- or downregulated genes in naïve *Zfp512b* KO mESC clones #4 and #8 compared to naïve WT mESCs. (**C** and **D**) Volcano plots of deregulated genes in naïve *Zfp512b* KO mESC clone #4 or #8 compared to naïve WT mESCs. Significantly (*P*-value < 0.05) downregulated genes in blue, significantly upregulated in red. (**E**) ORA using GO database (“biological processes”) of significantly (*P*-value < 0.05) deregulated genes in both naïve *Zfp512b* KO mESC clones compared to naïve WT mESCs.

To gain insight into the molecular changes underlying these proliferative differences, we performed mRNA-sequencing (mRNA-seq) of WT mESCs and two *Zfp512b* KO clones (#4 and #8) in the naïve state (Supplementary Fig. S5E and Supplementary Table S1). These two cell clones, which exhibited the least increased proliferation phenotype, were selected to minimize confounding effects arising from potential off-target genomic changes during selection. mRNA-seq analysis revealed >3000 genes that were commonly deregulated in both naïve *Zfp512b* KO clones compared to WT mESCs, with approximately half being upregulated and the other half being downregulated (Fig. 5B–D).

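The naive comparison used 3 libraries each of WT cells, KO #4 and KO #8, all made from V6.5, a mouse embryonic stem cell line that carries a Y chromosome. The cells were kept in medium with LIF and inhibitors of MEK and GSK3, which holds them in the naive state. The authors trimmed the reads, aligned them to the mm9 genome with Hisat2, counted reads per gene with featureCounts and compared each clone with the WT libraries in DESeq2. Their deposited tables, 1 per clone and stage, list 25209 genes with the base mean (the mean normalized count over the libraries compared), the log2 fold change of KO over WT, its standard error, the Wald statistic, the p-value and the adjusted p, and hold no count per library. A gene with a single read in 1 library shows that library's size factor in its base mean, which gave approximate totals of reads counted on genes, in megareads (M). These were between 34.5 and 39.7 M per WT library (median 36.1), between 34.6 and 37.0 M for KO #4 (median 35.5) and between 34.2 and 36.3 M for KO #8 (median 36.2). The fold changes of genes with few reads lie close to 0 and the standard errors stop at a ceiling, as a prior centred on 0 leaves them. Fold changes of weakly expressed genes are therefore understated. A gene was called here when the adjusted p in the authors' deposited table was under their threshold of 0.05, and called as shared when this held in both clones with the same direction. Both clones were compared with the same WT libraries, so their chance errors are partly shared. On simulated naive tables, 88% of 100 genes changed by 0.5 on the log2 scale and 100% of 100 genes changed by 1 were recovered in both clones. Of 14504 unchanged genes, 0 were called in both. The changed genes were drawn from 10832 genes with a base mean of at least 100. All other genes were unchanged, which makes the adjustment of p stricter than in the deposited tables.

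The targeted gene was examined first. Zfp512b lies on chromosome 2 of mm9 from 181316808 to 181327508 on the minus strand and is annotated as protein-coding, with 17 exons in the transcript used here. The terminator was inserted after exon 3 (181325175 to 181325317), upstream of exon 4 (181324758 to 181324886). In the authors' deposited table its log2 fold change was -2.56 in KO #4 (standard error 0.10, adjusted p = 8.07e-144 from the authors' DESeq2 Wald test) and -2.90 in KO #8 (standard error 0.10, adjusted p = 1.05e-181 from the same test). Its paralogue Zfp512, on chromosome 5 from 31754809 to 31784122, changed by 0.08 and 0.09 in the authors' deposited table, with adjusted p = 0.310 and 0.267 from the Wald test.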

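An adjusted p was given in both tables for 14704 genes. In both clones, 1580 genes were called higher and 1592 lower, 3172 in all, so that 49.8% of the shared genes were upregulated. A further 2107 genes were called in KO #4 alone or in the other direction than in KO #8, and 1425 in KO #8 alone or in the other direction, among them 44 genes called in both clones with opposite directions. The changes were small for most shared genes. The smaller of the 2 absolute log2 fold changes had a median of 0.34 and was under 1 for 97.0% of them. Of the alternatives tried, a minimum absolute log2 fold change of 1 in both clones moved the counts most, to 46 genes up and 49 down. Across the tested genes the log2 fold changes of the 2 clones had a Spearman correlation of 0.75 and the same sign for 77.6%. Clones simulated with no change against shared WT libraries gave 0.461 and 66.7%, and at most 0 shared genes. Genes are not independent replicates, and these values describe the 2 comparisons only. Of the shared upregulated genes, 516 (32.7%) lie on chromosome 8, which carries 5.31% of the tested genes, against 7 of the shared downregulated genes. Without chromosome 8, 1064 genes were up and 1585 down, an upregulated share of 40.2%.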

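Among the genes shown by name in Fig. 5C and D, Gldc fell most clearly. Its log2 fold change in the authors' deposited table was -1.48 in KO #4 and -1.10 in KO #8 (adjusted p = 4.28e-263 and 2.34e-159 from the authors' Wald test). Rnf17 changed by -1.61 and -1.27, Trpm1 by -2.19 and -1.79 and Fhl1 by -2.22 and -2.28 in the authors' deposited table, each with a standard error of at most 0.12. Upregulated genes included Gpx2 (0.75 and 1.11 in the authors' deposited table) and Khdc3 (0.82 and 1.33). Kifc3 (1.86 and 1.50 in the authors' deposited table), Ccl25 (1.43 and 1.82), Fgfr1 (0.90 and 0.81), Smarca5 (0.73 and 0.74) and Pdp2 (0.52 and 0.95) lie on chromosome 8, whose genes were raised as a whole in both clones. Some named genes differed between the clones. Grb10, an imprinted gene, changed by -2.55 in KO #4 and by -0.30 in KO #8 in the authors' deposited table, and Peg10, also imprinted, by 2.46 and 1.28. Peg3, a further imprinted gene, rose by 1.72 in KO #4 and fell by 0.24 in KO #8 in the authors' deposited table. Pygb changed by -1.37 in KO #4 (adjusted p = 6.15e-139 from the Wald test) and by 0.11 in KO #8 (adjusted p = 0.0636) in the authors' deposited table. For genes of growth and differentiation, Wnt3a rose by 0.80 and 0.98 in the authors' deposited table (standard errors 0.22 and 0.20, adjusted p = 0.00158 and 7.63e-06 from the Wald test). Dkk3 changed by -2.07 and -1.74 in the authors' deposited table (standard error 0.14 in each, adjusted p = 3.21e-44 and 3.20e-35), Tgfbr3 by -1.33 and -1.52 (standard error 0.17 in each) and Ctnnb1 by -0.17 in each clone (standard errors 0.04 and 0.03). Of all shared genes with a base mean of at least 50, Ushbp1 on chromosome 8 rose most in the clone in which it rose less, by 2.37 in KO #4 and 2.21 in KO #8 in the authors' deposited table, followed by Ct55 (2.14 and 1.79) and Gap43 (2.36 and 1.62).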

Using all six previously generated naïve *Zfp512b* KO cell clones, these findings were further validated by RT-qPCR for four consistently deregulated genes (Supplementary Fig. S5F), which are involved in the regulation of cell growth and/or differentiation—*Wnt3a* (Wnt family member 3a; upregulated), *Dkk3* (Dickkopf WNT signaling pathway inhibitor 3; downregulated), *Tgfbr3* (transforming growth factor β receptor type 3; downregulated), and *Ctnnb1* (Catenin β 1; β-catenin signaling; slightly downregulated).

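For the gene groups, lists were written by hand for the processes that the paper's figures name, and the number of list genes called in both clones was set against 10000 random lists of the same size matched on mean expression (one-sided permutation test, Benjamini-Hochberg adjusted over 144 tests of 18 lists at 4 stages in both directions). These lists are not the GO terms. Of 78 tested genes of neurogenesis in naive cells, 11 were downregulated in both clones against 6.92 expected (permutation test, adjusted p = 0.292) and 16 were upregulated against 7.07 expected (adjusted p = 0.0130). The alternative that moved the upregulated result most was the Reactome set of nearest name, with an adjusted p of 0.132. The counts adjusted over the list alone were 11 down and 16 up. Id4 fell most clearly, with log2 fold changes of -1.38 and -1.23 in the authors' deposited table (standard errors 0.11 and 0.10), followed by Gli2 (-0.37 and -0.35) and Hes1 (-0.48 and -0.42). Of the upregulated genes of the list, Tubb3 (0.92 and 0.87 in the authors' deposited table), which lies on chromosome 8, and Sema6a (1.84 and 1.57) stood beside Gap43. Of 30 genes of glycolysis, 11 were downregulated against 4.17 expected (permutation test, adjusted p = 0.0130) and 1 was upregulated. They were 11 down and 2 up when adjusted over the list alone. Ldhb changed by -0.49 and -0.43 in the authors' deposited table, Hk2 by -0.40 and -0.37 and Tpi1 by -0.31 and -0.27, each with a standard error of at most 0.05. Among Reactome sets tested with a one-sided hypergeometric test, 74 sets passed an adjusted p of 0.05 for the upregulated genes and 19 for the downregulated genes. Eukaryotic Translation Termination and Peptide chain elongation were tied first on the downregulated side with 28 of 83 genes each (adjusted p = 8.36e-06).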

ORA, using the GO database of biological processes, of these commonly deregulated genes revealed that downregulated genes were associated with neurogenesis, while both down- and upregulated genes were linked to metabolism and organelle organization (Fig. 5E). 

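Of 66 tested genes of DNA replication, 15 were upregulated in both naive clones against 9.81 expected from expression-matched lists, and 2 were downregulated. The adjusted p of the upregulated genes was 0.204 in the permutation test and 0.0223 in a hypergeometric test without matching on expression. With p adjusted over the list alone, 16 genes were upregulated and 4 downregulated. Of the 15 genes, 7 lie on chromosome 8, and without that chromosome 8 of 59 were upregulated (permutation test, adjusted p = 0.595). The Reactome set DNA Replication held 20 upregulated genes of 96 against 10.3 expected (one-sided hypergeometric test, adjusted p = 0.0383, and 0.202 without chromosome 8). The clearest genes of the list were Orc6 (0.51 in each clone in the authors' deposited table), Mcm5 (0.56 and 0.44) and Gins4 (0.55 and 0.46), with standard errors of 0.04 or 0.05. These genes lie on chromosome 8, whose genes were raised as a whole, by a median of 0.47 in each naive clone relative to all genes.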

Interestingly, and consistent with our observation that naive *Zfp512b* KO mESCs proliferate faster than WT, upregulated genes were associated with cell cycle regulation via the term “DNA replication” (Fig. 5E).

Together, these data suggest that reduced ZNF512B levels increase cell proliferation and upregulate expression of genes involved in cell cycle progression in naïve mESCs.

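Of 118 tested cell cycle genes, 22 were upregulated in both naive clones against 16.6 expected (permutation test, adjusted p = 0.340) and 11 were downregulated. The same counts were 22 and 12 when adjusted over the list alone. The Reactome set Cell Cycle, Mitotic held 76 upregulated genes of 382 against 41.0 expected (one-sided hypergeometric test, adjusted p = 2.21e-05). Without chromosome 8 it held 50 (adjusted p = 0.00246). Of 108 genes of mitotic division, 12 were upregulated and 9 downregulated, with 16.0 and 15.4 expected. Reactome sets, tested without matching on expression, were divided. M Phase held 49 upregulated genes of 219 (one-sided hypergeometric test, adjusted p = 9.06e-05, and 0.00246 without chromosome 8). Mitotic Prometaphase held 18 of 99 (adjusted p = 0.109 from the same test, and 0.236 without chromosome 8). Tfdp1 and E2f4, on chromosome 8, changed by 0.70 and 0.65 and by 0.64 and 0.53 in the authors' deposited table, and Sfn, on chromosome 4, by 0.73 and 0.83, with standard errors between 0.04 and 0.06. From the enrichment of DNA replication among the upregulated genes and the faster growth of the clones, the paper proposes that lower ZNF512B levels raise proliferation and the expression of genes of cell cycle progression in naive cells.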

### Loss of ZNF512B severely affects cell differentiation and proliferation

Given that naïve *Zfp512b* KO mESCs exhibited increased proliferation, we next investigated whether ZNF512B is required for proper mESC differentiation. Using established protocols [12, 22], we differentiated WT mESCs and the two *Zfp512b* KO cell clones #4 and #8 into either beating CMs or NPCs (Fig. 6A). First, we observed that Day 4 EBs derived from both *Zfp512b* KO cell clones were significantly larger than those from WT cells (Fig. 6B and C). Furthermore, *Zfp512b* KO cells failed to properly differentiate into beating CMs (Fig. 6D). Differentiation into NPCs resulted in enlarged cell clusters (Fig. 6E), demonstrating increased proliferation and/or enhanced cell migration (Fig. 6F).

**Figure 6.**
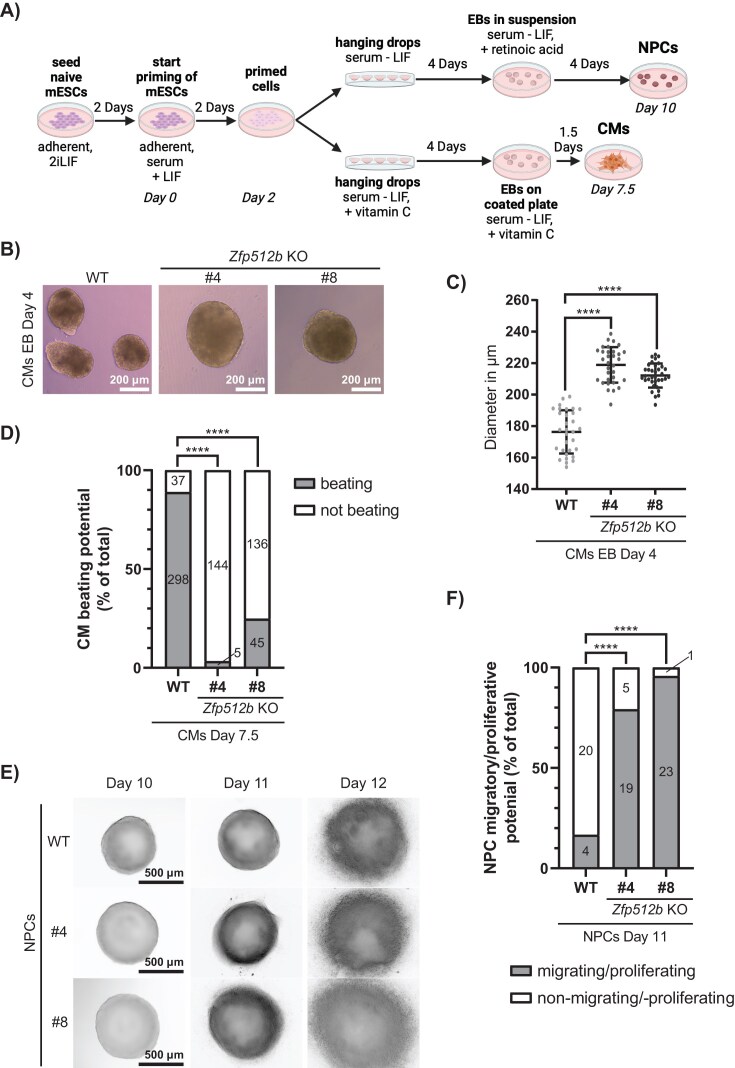
ZNF512B depletion results in differentiation and migration defects. (**A**) Schematic depiction of applied protocols to differentiate mESCs into NPCs (top) or beating CMs (bottom). (**B**) Microscopic images of Day 4 EBs during the differentiation process toward CMs derived from WT or *Zfp512b* KO clone #4 or #8 mESCs; scale bar: 200 µm. (**C**) Quantification of CM-differentiation protocol derived Day 4 EB sizes of WT or *Zfp512b* KO clone #4 or #8 mESCs (see B). 31 WT, 32 #4 and 34 #8 EBs were analyzed and diameters of single EBs depicted in µm. Significance was calculated in Prism with one-way ANOVA, where ns = >0.05, * = <0.05, ** = <0.01, *** = <0.001, and **** = <0.0001. Error bars show standard deviation. (**D**) Beating potential of WT or *Zfp512b* KO clone #4 or #8 EBs at Day 7.5 of the CM differentiation procedure (see A). Numbers in bars indicate counted cells for each condition. Statistical significance was assessed using the chi-square test. Both *Zfp512b* KO clones #4 and #8 differed significantly from WT (*P* < 0.0001). (**E**) Microscopic images of Day 10, 11, and 12 NPCs derived from WT or *Zfp512b* KO clone #4 or #8 mESCs; scale bar: 500 µm. (**F**) Migratory/proliferative potential of NPCs one day after plating Day 10 EBs of WT or *Zfp512b* KO clone #4 or #8 mESCs. Numbers in bars indicate counted EBs for each condition. Statistical significance was assessed using the Fisher’s exact test. Both *Zfp512b* KO clones #4 and #8 differed significantly from WT (*P* < 0.0001).

RNA-seq analysis of Day 2 primed cells, as well as differentiated Day 7.5 CMs or Day 10 NPCs (Supplementary Fig. S6A and Supplementary Table S2), identified 203 deregulated genes shared between both *Zfp512b* KO clones compared to WT cells across all three differentiation stages (Supplementary Fig. S6B). 

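For each of the 3 differentiation stages there were 2 libraries each of WT cells, KO #4 and KO #8. Primed cells were collected on Day 2 after transfer from naive medium to serum medium, CMs on Day 7.5 and NPCs on Day 10, both by way of embryoid bodies, with retinoic acid added for the NPCs. The paper describes alignment, counting and tests once for all stages, and each clone was compared with the WT libraries of its own stage. Whether the libraries of all stages were prepared alike or together is not mentioned in the paper's text. The approximate totals of reads counted on genes were 17.3 and 18.2 M for the primed WT libraries, 16.8 and 17.0 M for KO #4 and 15.1 and 17.1 M for KO #8. In NPCs they were 16.1 and 17.8 M for WT, 16.1 and 17.4 M for KO #4 and 17.4 and 18.6 M for KO #8. In CMs they were 18.2 and 19.3 M for WT, 17.1 and 17.5 M for KO #4 and 17.7 and 19.3 M for KO #8. On simulated data smaller changes were missed more often than in the naive state. Of 100 simulated genes changed by 0.5 on the log2 scale, 72% were recovered in both clones in primed cells (drawn from 9833 genes), 43% in NPCs (11195 genes) and 45% in CMs (11105 genes). For 100 genes changed by 1 the shares were 100%, 97% and 92%. The changed genes had a base mean of at least 100 and all others were unchanged, as in the naive simulation.

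Zfp512b was lower at every stage. The log2 fold change in the authors' deposited table was -1.93 in KO #4 and -2.10 in KO #8 in primed cells (adjusted p = 3.83e-53 and 5.17e-62 from the authors' DESeq2 Wald test), -2.95 and -3.15 in NPCs (adjusted p = 3.49e-153 and 2.71e-104) and -2.43 and -2.55 in CMs (adjusted p = 7.17e-48 and 7.44e-60). The paralogue Zfp512 changed by 0.40 and 0.30 in CMs in the authors' deposited table (adjusted p = 0.00205 and 0.0368 from the Wald test).

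**Figure D1:**
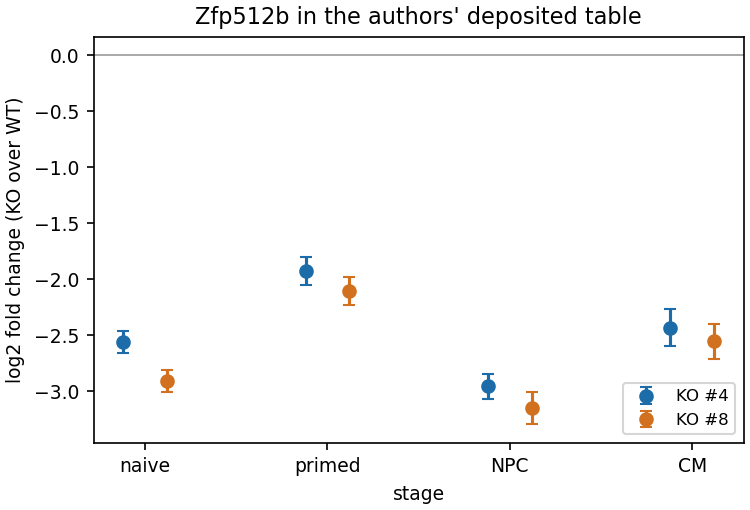
Log2 fold change of Zfp512b (KO over WT) at each stage in KO #4 (blue) and KO #8 (orange), as the authors' deposited table gives it. Bars are the standard errors of that table. All 8 values lie between -3.15 and -1.93.

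An adjusted p was given in all tables of the 3 stages for 11355 genes. At all 3 stages, 203 genes were called in both clones in a single direction, 200 of them upregulated and 3 downregulated. Requiring a call in all tables without regard to direction gave 224 genes. Of the alternatives tried, a minimum absolute log2 fold change of 1 moved the count most, to 1 gene, and a minimum of 0.5 left 19.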

The vast majority of these genes were upregulated, with only three genes downregulated (Supplementary Fig. S6C), supporting the notion that ZNF512B primarily functions as a transcriptional repressor, as previously proposed [14, 21]. 

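Of the 203 genes, 98.5% were upregulated. The 3 downregulated genes were Zfp512b itself, Idh2 and Ngfr. Idh2, on chromosome 7 from 87239732 to 87260278, changed by -0.47 and -0.24 in primed cells, by -0.37 and -0.34 in NPCs and by -0.77 and -0.29 in CMs in the authors' deposited table, with standard errors between 0.07 and 0.10. Ngfr, on chromosome 11 from 95430132 to 95449049, changed by -0.46 and -0.33, by -1.50 and -0.84 and by -2.19 and -1.62 at these stages in the authors' deposited table, and was higher in naive cells (0.47 and 0.33). The primed value of Ngfr in KO #8 had an adjusted p of 0.0492 in the authors' deposited table, and of 0.0741 when adjusted over all genes with a p-value. Of the 200 upregulated genes, 199 (99.5%) lie on chromosome 8, which carries 635 of the 11355 genes tested at all stages (5.59%). The remaining gene was Ddx3y on the Y chromosome, named here after its values were seen, with log2 fold changes between 0.41 and 0.86 in the authors' deposited table at the 3 stages. Without chromosome 8, 1 gene was upregulated and 3 were downregulated at all stages. The median log2 fold change of the 199 upregulated genes on chromosome 8 was 0.48 and 0.47 in primed cells, 0.53 and 0.54 in NPCs and 0.69 and 0.56 in CMs, in KO #4 and KO #8. In the naive state, 199 of the 200 genes were upregulated in both clones as well. Over all genes of chromosome 8 with a base mean of at least 100, the median relative to all genes was between 0.41 and 0.51 in the 8 tables, against -0.08 to 0.05 on the 19 other chromosomes compared. The paper takes the share of upregulated genes as support for an earlier proposal, that ZNF512B functions primarily as a transcriptional repressor.

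**Figure D2:**
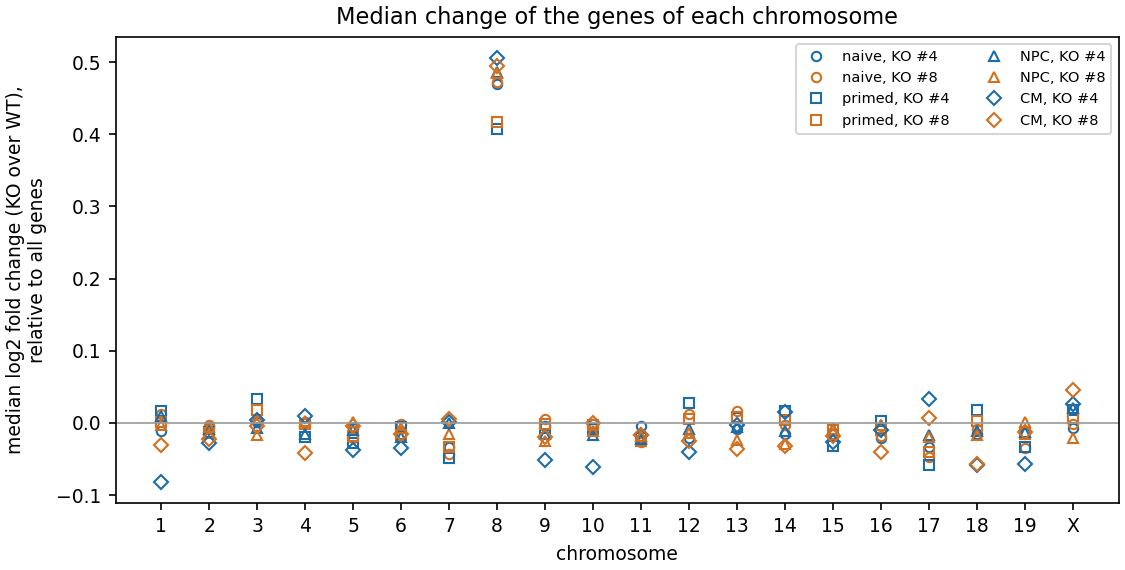
Median log2 fold change (KO over WT) of the genes of each chromosome, relative to the median of all genes, for the 4 stages in KO #4 (blue) and KO #8 (orange), over genes with a base mean of at least 100. Chromosome 8 lies between 0.41 and 0.51 in all 8 tables and the 19 other chromosomes between -0.08 and 0.05.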

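Of 66 tested genes of RNA degradation, 6 were upregulated in both clones at all 3 differentiation stages (Cnot1, Cnot7, Edc4, Exosc6, Lsm4 and Lsm6) against 1.66 expected from expression-matched lists. The permutation p was 0.00590, and 0.0981 after Benjamini-Hochberg adjustment over 18 lists. Of 116 cell cycle genes, 5 were upregulated at all 3 stages (Cdc16, E2f4, Mcm5, Orc6 and Tfdp1) against 3.65 expected (permutation test, p = 0.304, adjusted p = 1), and of 65 genes of DNA replication, 6 against 1.90 expected (p = 0.0109, adjusted p = 0.0981). A hypergeometric test without matching on expression gave adjusted p of 0.00941 for RNA degradation, 0.195 for the cell cycle and 0.00941 for DNA replication. All of these genes lie on chromosome 8, so 0 remained without it. The tests at all 3 stages were added after the data had been seen. Their genes were named because so few were counted. Cnot1 changed by 0.49 and 0.62 in primed cells, by 0.50 and 0.47 in NPCs and by 0.54 and 0.53 in CMs in the authors' deposited table.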

ORA using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database revealed that commonly upregulated genes were predominantly associated with RNA degradation and, notably, cell cycle regulation (Supplementary Fig. S6D). These findings indicate, once again, that *Zfp512b* KO cells display aberrant cell cycle progression throughout all stages of differentiation.

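Stage by stage, the cell cycle list held 9 upregulated genes of 116 in primed cells (10.3 expected, permutation test, adjusted p = 1), 10 of 119 in NPCs (6.73 expected, adjusted p = 0.427) and 28 of 119 in CMs (11.7 expected, adjusted p = 0.00131, the smallest possible). They became 13, 10 and 32 when adjusted over the list alone. On chromosome 8 lie 6 of the 9 genes in primed cells, 7 of the 10 in NPCs and 5 of the 28 in CMs. The Reactome set Cell Cycle, Mitotic held 41 upregulated genes of 376 in primed cells (one-sided hypergeometric test, adjusted p = 0.00460, and 0.311 without chromosome 8), 24 of 378 in NPCs (adjusted p = 1) and 82 of 381 in CMs (adjusted p = 3.65e-28, and 1.61e-26 without chromosome 8). Mcm5, on chromosome 8, changed by 0.44 and 0.61 in NPCs and by 1.41 and 0.79 in CMs in the authors' deposited table. From the cell cycle terms among the commonly upregulated genes, the paper concludes that the cell cycle of the KO cells is aberrant at all stages of differentiation.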

Next, we examined gene expression changes at each individual stage of differentiation. 

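In primed cells, 11819 genes had an adjusted p in both tables. In both clones 635 genes were upregulated and 343 downregulated, 978 in all, and 64.9% of them were upregulated. A further 766 genes were called in KO #4 alone or in the other direction, and 362 in KO #8 alone or in the other direction, with 7 genes called in opposite directions. The smaller absolute log2 fold change of the 2 clones had a median of 0.38 and was under 1 for 99.6% of the shared genes. On chromosome 8 lie 372 (58.6%) of the upregulated genes and 1 of the downregulated genes. Leaving that chromosome out gave 263 up and 342 down, an upregulated share of 43.5%, and re-centring its genes on their own median gave 259 up and 312 down (45.4%). The fold changes of the clones had a Spearman correlation across genes of 0.763, against 0.470 for simulated unchanged clones. Ranked by the smaller change of the 2 clones, the first upregulated genes with a base mean of at least 50 were Tbc1d9 on chromosome 8 (0.96 and 1.04 in the authors' deposited table), Eif4a3l1 (0.95 and 1.32), whose symbol marks it as a close copy of Eif4a3 with which it can share reads, and Car2 (0.94 and 0.96). After Zfp512b, the first downregulated genes in that order were Cds1 (-1.27 and -1.03 in the authors' deposited table) and Ephx2 (-1.34 and -1.03).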

In both primed *Zfp512b* KO clones, nearly 1000 genes were differentially expressed compared to primed WT cells (Fig. 7A), with approximately two-thirds being upregulated and one-third being downregulated (Supplementary Fig. S7A).

**Figure 7.**
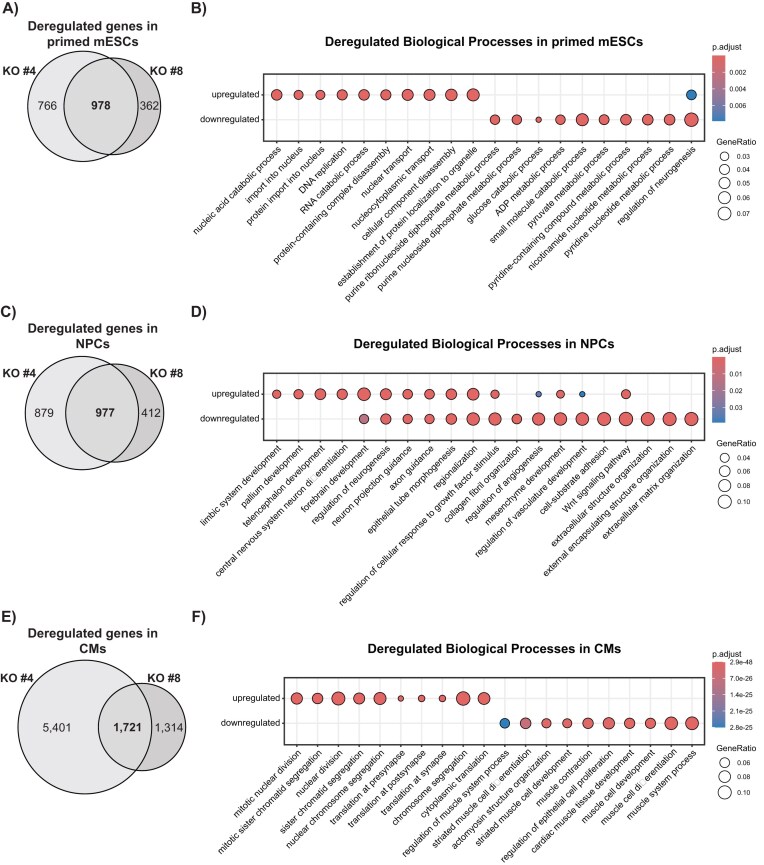
Loss of ZNF512B leads to deregulated gene expression during distinct differentiation pathways. (**A, C**, and **E**) Venn diagrams of significantly (*P*-value < 0.05) DEGs in *Zfp512b* KO mESC clones #4 and #8 compared to WT mESCs in the (A) primed, (C) NPC, or (E) CM stage. (**B, D**, and **F**) ORA using GO database (“biological processes”) of shared significantly (*P*-value < 0.05) deregulated genes in both *Zfp512b* KO clones in the (B) primed, (D) NPC, or (F) CM stage, corresponding to (A), (C), and (E).

ORA using the GO database of biological processes revealed that downregulated genes were associated with various metabolic processes, whereas upregulated genes were once again related to processes involved in cell cycle, such as DNA replication, among others (Fig. 7B). 

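Of 30 genes of glycolysis, 9 were downregulated in both primed clones against 1.21 expected and 0 were upregulated (permutation test, adjusted p = 0.00131, the smallest possible). It was 11 genes when adjusted over the list alone. The Reactome sets Glycolysis (7 of 23 genes, one-sided hypergeometric test, adjusted p = 0.00209) and Glucose metabolism (10 of 58, adjusted p = 0.00219) were the only 2 sets past an adjusted p of 0.05 among the downregulated genes. Ldhb changed by -0.72 and -0.75, Pgk1 by -0.26 and -0.21 and Hk1 by -0.74 and -0.52 in the authors' deposited table, with standard errors of at most 0.10. On the upregulated side, 12 of 65 genes of DNA replication were called against 6.45 expected (permutation test, adjusted p = 0.107). The hypergeometric test without matching gave an adjusted p of 0.00137, and 13 genes were upregulated when adjusted over the list alone. Of the 12 genes, 7 lie on chromosome 8, among them Mcm5 (0.38 and 0.40 in the authors' deposited table), Orc6 (0.48 and 0.42) and Cdt1 (0.30 and 0.23), the clearest of the list. Without that chromosome 5 genes were left (permutation test, adjusted p = 0.494). Of 65 genes of nuclear transport, 14 were upregulated against 7.68 expected (adjusted p = 0.0802), and 19 when adjusted over the list alone. Nutf2 (0.56 and 0.55 in the authors' deposited table), Nup93 (0.53 and 0.49) and Nup133 (0.45 and 0.37), also on chromosome 8, were the clearest. Without that chromosome 10 of 61 genes were upregulated against 3.73 expected (adjusted p = 0.0216). Of 66 genes of RNA degradation, 9 were upregulated against 5.60 expected (adjusted p = 0.342), 8 of them on chromosome 8, and 9 also when adjusted over the list alone.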

A quantitatively similar pattern was observed in Day 10 NPCs (Fig. 7C and Supplementary Fig. S7B), although in this context, the affected genes in *Zfp512b* KO cells were, as expected, primarily linked to neurogenesis (Fig. 7D). 

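In NPCs, 13999 genes had an adjusted p in both tables, and 668 genes were upregulated and 309 downregulated in both clones, 977 in all (68.4% up). On chromosome 8 lie 354 (53.0%) of the upregulated and 2 of the downregulated genes. The counts without that chromosome were 314 up and 307 down, an upregulated share of 50.6%. With its genes re-centred on their own median, they were 306 up and 302 down (50.3%). The smaller absolute log2 fold change had a median of 0.57 and was under 1 for 89.6% of the shared genes. Of 104 tested genes of neurogenesis, 43 were upregulated against 5.31 expected (permutation test, adjusted p = 0.00131, the smallest possible) and 8 were downregulated against 2.40 expected (adjusted p = 0.0192). Adjusted over the list alone, the counts were 54 and 10. Of the 43 upregulated genes, 4 lie on chromosome 8. The downregulated result depended on the statistic, since the median fold change of the list lay on the upregulated side. Fabp7 rose by 1.89 and 2.31 in the authors' deposited table (standard errors 0.21 and 0.26), Zic1 by 1.21 and 1.76 and Insm1 by 1.22 and 1.64. In the other direction, Ephb2 changed by -0.64 and -0.74 and Hey1 by -0.53 and -0.86 in the authors' deposited table. The Reactome set Axon guidance held 29 upregulated genes of 255 (one-sided hypergeometric test, adjusted p = 0.0108), and Extracellular matrix organization 21 downregulated genes of 189 (adjusted p = 9.85e-07). Of 78 genes of the hand-written list of the extracellular matrix, 20 were downregulated against 2.05 expected (permutation test, adjusted p = 0.00131) and 23 when adjusted over the list alone, led by Col6a2 (-1.22 and -1.23 in the authors' deposited table). Ranked by the smaller change of the 2 clones, over genes with a base mean of at least 50, Irx1 came first among upregulated genes (2.24 and 2.10 in the authors' deposited table), ahead of Sall3 and of Ncan on chromosome 8 (1.94 and 1.97), and Emp1 (-2.64 and -2.19) and Hoxd9 (-2.13 and -2.07) followed Zfp512b among downregulated genes.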

Notably, genes involved in the Wnt signaling pathway were also deregulated, corroborating our findings in naïve cells (see Supplementary Fig. S5F) and indicating that this key developmental pathway is disrupted early in development and remains affected during NPC differentiation.

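Of 83 tested genes of Wnt signaling in NPCs, 8 were downregulated in both clones against 1.97 expected (permutation test, adjusted p = 0.0126) and 5 were upregulated against 4.22 expected (adjusted p = 1). Adjusted over the list alone, the counts were 8 and 6. With genes called at an adjusted p of 0.01, the downregulated result had an adjusted p of 0.188. Wnt4 changed by -1.24 and -1.62 in the authors' deposited table (standard errors 0.08 and 0.14, adjusted p = 3.95e-47 and 2.19e-26 from the authors' Wald test), Wnt11 by -0.62 and -1.13 and Wnt9a by -0.61 and -0.72. Fzd10 (0.69 and 1.27 in the authors' deposited table), Wnt7b (1.09 and 1.29) and Fzd3 (0.45 and 0.72) were upregulated. In naive cells the same list held 13 downregulated genes of 76 (7.50 expected, permutation test, adjusted p = 0.130) and 8 upregulated genes (7.83 expected, adjusted p = 1), with the same counts adjusted over the list alone. Of the 6 genes named here, Wnt7b alone was called in both naive clones in the authors' deposited table, as lower (-1.42 and -0.84).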

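In CMs, 14760 genes had an adjusted p in both tables. The shared upregulated and downregulated genes, 1721 in all (43.6% up), were more than in primed cells and NPCs. A further 5401 genes were called in KO #4 alone or in the other direction and 1314 in KO #8 alone or in the other direction. Of the 2272 genes called in both clones, 551 (24.3%) changed in opposite directions, 167 of them up in KO #4 and down in KO #8 and 384 the reverse. Across genes the fold changes of the clones had a Spearman correlation of 0.274 and the same sign for 61.7%, below the 0.459 and 66.6% of simulated unchanged clones. Those clones carry error alone, so these values are not the level expected of clones with effects of their own. Over the wider spread of the observed CM Wald scores, the shared WT error is a correlation of 0.0388. The smaller absolute log2 fold change had a median of 0.53 and was under 1 for 87.2% of the shared genes. Chromosome 8 carries 326 (43.5%) of the shared upregulated and 11 of the shared downregulated genes. Without it 424 genes were up and 960 down (30.6% up), and with its genes re-centred on their own median 427 and 996 (30.0% up).

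**Figure D3:**
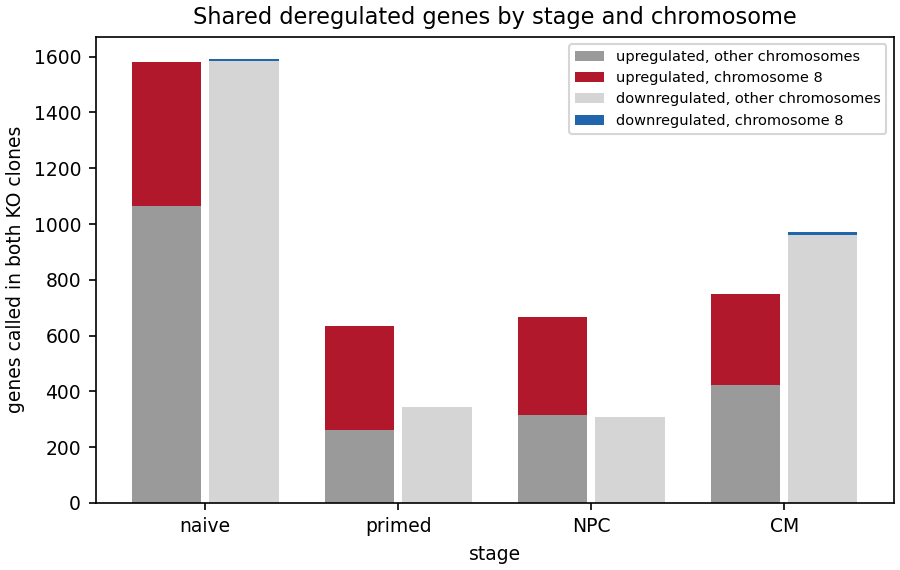
Number of genes called in both KO clones at each stage (vertical axis), upregulated on the left and downregulated on the right of each pair, with the genes of chromosome 8 in color on top of the bar. Chromosome 8 holds 516 of 1580 upregulated genes in naive cells, 372 of 635 in primed cells, 354 of 668 in NPCs and 326 of 750 in CMs.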

The greatest number of commonly affected genes in both Znf512b KO clones was detected in Day 7.5 CMs (Fig. 7E), with 750 genes being upregulated and 971 being downregulated (Supplementary Fig. S7C). ORA analysis showed that downregulated genes were significantly enriched in terms related to muscle contraction/differentiation and cardiac muscle development (Fig. 7F), consistent with our finding that loss of ZNF512B impairs the differentiation of functional, beating CMs (see Fig. 6D). 

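Of 88 tested cardiac muscle genes, 48 were downregulated in both clones against 6.22 expected and 1 was upregulated (permutation test, adjusted p = 0.00131, the smallest possible). Adjusted over the list alone, the counts were 48 and 1. The loss was far larger in KO #4, where the median of the list was -3.28, than in KO #8, where it was -0.47. Without the prior, which was weaker in the table of KO #4, the medians of the 29 genes that allow it were -4.04 and -0.48, an alternative added after the data had been seen. The median of the differences between the clones was -2.87, outside the range of -0.29 to 0.21 of 10000 random lists matched on expression (permutation p = 0.0001, the smallest possible). Myh6, on chromosome 14 from 55560758 to 55585764, changed by -8.33 in KO #4 and by -1.27 in KO #8 in the authors' deposited table (standard errors 0.20 and 0.08, adjusted p = 1.48e-51 in KO #8 from the authors' Wald test). Myl2 changed by -7.70 and -2.27 (standard errors 0.45 and 0.17) and Myh7 by -6.79 and -1.20 (standard errors 0.13 and 0.09) in the authors' deposited table. The list was not lowered throughout in KO #8, where 17 of the 88 genes were raised, against 6 in KO #4. Hand1 changed by -2.33 in KO #4 and 1.66 in KO #8, Gata6 by -3.99 and 0.85 and Hand2 by -3.48 and 0.84 in the authors' deposited table. Among Reactome sets, Striated Muscle Contraction held 18 downregulated genes of 28 (one-sided hypergeometric test, adjusted p = 2.75e-12) and Muscle contraction 24 of 56 (adjusted p = 8.05e-12). Ranked by the smaller change of the 2 clones, over genes with a base mean of at least 50, Wnt6 (-3.67 and -2.52 in the authors' deposited table) and Foxd1 (-2.70 and -2.49) came ahead of Zfp512b. From the smaller share of beating bodies in Fig. 6D the paper concludes that loss of ZNF512B impairs the differentiation of beating CMs, and it sets the muscle terms among the downregulated genes beside that finding.

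**Figure D4:**
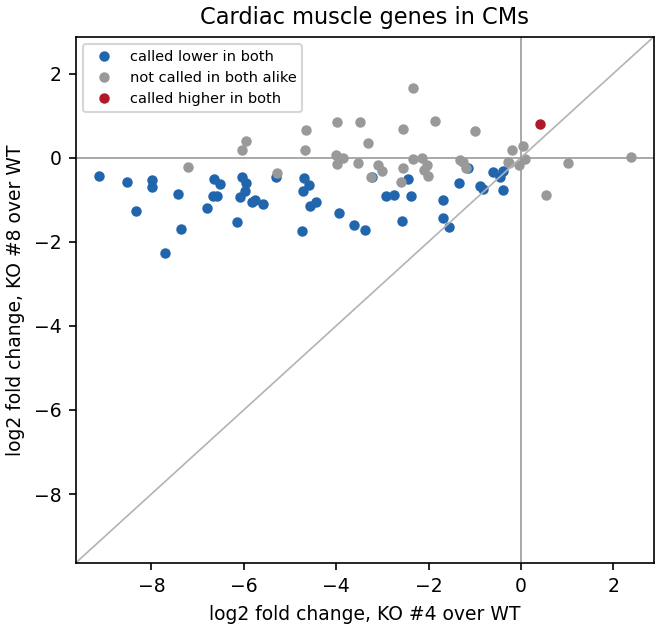
Log2 fold change (KO over WT) in CMs of each of the 88 tested cardiac muscle genes in KO #4 (horizontal axis) and KO #8 (vertical axis), as the authors' deposited table gives it. Genes called lower in both clones are blue, the 1 called higher in both is red and the others are gray. The diagonal marks equal change. The median is -3.28 in KO #4 and -0.47 in KO #8.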

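Of 108 genes of mitotic division, 52 were upregulated in both CM clones against 9.29 expected and 0 were downregulated (permutation test, adjusted p = 0.00131, the smallest possible). Adjusted over the list alone, 62 were upregulated and 0 downregulated. Only 2 of the 52 genes lie on chromosome 8. Smc4 changed by 0.57 and 0.54 in the authors' deposited table (standard error 0.08 in each) and Racgap1 by 0.51 and 0.52 (standard error 0.09 in each). Cenpn, on chromosome 8, changed by 1.55 and 0.90 in the authors' deposited table (standard error 0.14 in each). Of 66 genes of DNA replication, 29 were upregulated against 6.21 expected (permutation test, adjusted p = 0.00131), 22 of them on other chromosomes than 8. Adjusted over the list alone, 36 were upregulated. Of 83 ribosomal protein genes, 55 were upregulated against 12.1 expected (adjusted p = 0.00131), 61 when adjusted over the list alone. Reactome's Mitotic Prometaphase held 30 upregulated genes of 98 (one-sided hypergeometric test, adjusted p = 1.79e-14) and Eukaryotic Translation Elongation 56 of 82 (adjusted p = 1.91e-50). Kdm5d on the Y chromosome (1.67 and 2.41 in the authors' deposited table) and Cbln1 on chromosome 8 (1.57 and 2.78) were among the shared genes with a base mean of at least 50 that rose most in the clone in which they rose less.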

Interestingly, the upregulated genes were again predominantly associated with cell cycle processes, including mitotic nuclear division and sister chromatid segregation (Fig. 7F).

Collectively, these findings underscore the essential role of ZNF512B in regulating cell proliferation, and in ensuring proper stem cell differentiation.

## Discussion

In this study, we demonstrate that ZNF512B binds to mitotic spindle fibers in a manner that is independent of its interactions with the NuRD complex and with DNA/chromatin. This association with main components(s) of the mitotic spindle apparatus is mediated by a mammalian-specific internal N-terminal region that contains a repeat motif predicted to form a β-helix structure. Elevated ZNF512B protein levels result in a pronounced delay in metaphase exit, ultimately leading to cell death. This severe phenotype depends on ZNF512B’s ability to bind both mitotic spindles and chromatin. In contrast, ZNF512B depletion accelerates stem cell proliferation, impairs stem cell differentiation, and induces the upregulation of genes involved in cell cycle control.

ZNF512B’s ability to bind the mitotic spindle does not depend on its interaction with the NuRD complex, although several NuRD components, such as CHD3 [46], CHD4 [42], MTA1 [43], and RBBP4 [44], have also been reported to localize to the spindle apparatus or to cause spindle disorganization when depleted. Moreover, ZNF512B is likely not required for the recruitment of NuRD members to the spindle fiber, as the amount of CHD4 localized to the metaphase spindle is not affected by overexpression of ZNF512B constructs regardless of their ability to bind the NuRD complex. The observed increase in RBBP4 at the mitotic spindle upon overexpression of the I, but not the ΔI, construct may be explained by the fact that RBBP4 is the direct binding partner of ZNF512B via its iNIM. One can speculate that I-dependent higher levels of RBBP4 compared to CHD4 at the spindle may reflect differences in protein expression levels. It is possible that all endogenous CHD4 protein is already bound at the spindle via endogenous ZNF512B, whereas excess of RBBP4 protein, which is normally not associated with the spindle, is additionally recruited through high levels of overexpressed GFP-ZNF512B-I. While these points require further clarification, it is tempting to speculate that most NuRD complex members interact with the mitotic spindle via distinct binding partners. It is therefore likely that they all fulfill separate, non-redundant functions during mitosis.

Spindle binding of ZNF512B is mediated by its mammalian-specific internal N-terminal domain, as demonstrated by experiments with *X. laevis* GFP-ZNF512B. The IN region contains up to 25 copies of a broadly conserved six-residue motif and is predicted to form a three-faced, right-handed β-helix structure. The predicted structure displays a strip of basic residues along each of the three long edges, creating a highly basic surface arranged in a distinct spatial configuration. It is possible that this arrangement facilitates interaction with a partner possessing a complementary, acidic surface. Interestingly, AlphaFold3 predictions of the IN region with <25 repeats did not lead to a disintegration of the β-helix structure, suggesting that the number of repeats is not crucial for its formation, it just determines the number of coils created. Functionally relevant β-helical structures have been identified in several classes of proteins, including pectate lyase [47] and antifreeze proteins [48, 49]. Notably, the folding and assembly of many triple β-helices depend on a registration signal that regulates the correct three-dimensional structure formation [50]. To date it is unknown whether mitosis signals, such as phosphorylation, also regulate the formation of this putative β-helical structure in ZNF512B.

To explore the possibility of direct tubulin binding, we performed IF microscopy experiments with a GFP-ZNF512B_IN_ΔNLS construct. However, no co-localization with microtubules in the cytoplasm was detected. Possibly, ZNF512B does only bind (mitosis-specific) post-translationally modified tubulin [51] or requires an additional binding partner to localize to the mitotic spindle. Given that the spindle apparatus comprises hundreds of different proteins [52, 53], it remains challenging to identify the direct binding partner of ZNF512B. Our previously published lf-qMS analysis of GFP-ZNF512B interactors [21] and our new lf-qMS data of interactors specifically binding ZNF512B’s internal domain, already provide several potential candidates which are involved in chromosome segregation. Future binding studies and targeted depletion of potential candidates could further refine our understanding of ZNF512B’s function in the complex network of proteins at the mitotic spindle.

Since elevated levels of ZNF512B cause a pronounced delay in metaphase exit, while its depletion accelerates cell proliferation, it is tempting to speculate that ZNF512B plays a direct role in the spindle-dependent orchestration of forces required for sister chromosome segregation. Although our limited microscopic analyses did not reveal major defects in spindle formation, cells appeared to arrest in metaphase, suggesting that mechanisms at the metaphase check point may be affected [54]. This could involve alterations in mechanical forces that directly influence microtubule polymerization [55] or depolymerization dynamics [56]. Alternatively, ZNF512B may impact regulatory components of the metaphase-to-anaphase transition, the so-called spindle assembly checkpoint (SAC) [57].

Another notable observation is that loss of ZNF512B (Zfp512b) leads to faster proliferating mESCs, that fail to properly differentiate into beating CMs or NPCs. This differentiation defect likely results from a combination of mitotic abnormalities and transcriptional deregulation, as ZNF512B also functions as a transcriptional repressor [14, 21]. Supporting our findings, a recent preprint from the group of Charles G. Bailey reported that ZNF512B may play a role in neurogenesis, based on RNAi-mediated depletion experiments in NTERA-2 neural cells [58].

ZNF512B is not the first zinc finger protein reported to have multiple functions, including roles as a transcriptional repressor, regulator of differentiation, and spindle microtubule-associated factor. Other examples include Kaiso, a BTB/POZ domain-containing zinc finger repressor that has been implicated in the regulation of cell cycle progression and cell proliferation in cancer [59], and ZNF207 (BuGZ), a C2H2-type zinc finger protein. Different isoforms of ZNF207 are involved in loading SAC proteins to kinetochores [60] and have also been identified as key drivers of human ESC differentiation into ectoderm lineage [61].

In summary, our findings underscore that zinc finger proteins are not exclusively nuclear transcription factors but can also act as regulators of mitotic progression and of stem cell differentiation.

## Supplementary Material

gkag802_Supplemental_Files

## Data Availability

Raw and processed RNA-seq files are deposited in GSE303898. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [62] partner repository with the dataset identifier PXD078292.

How the deposited data were processed for this re-analysis (not part of the article)

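RNA of mouse V6.5 embryonic stem cells was sequenced in 27 libraries, 3 each of WT cells, KO #4 and KO #8 in the naive state (Day 0) and 2 each in primed cells (Day 2), CMs (Day 7.5) and NPCs (Day 10). The groups were taken from the sample labels, which match the paper's description of the experiments.

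The authors trimmed the reads with trimGalore on the Galaxy platform, aligned them to mm9 with Hisat2, counted reads per gene with featureCounts from the Rsubread package and tested each clone against the WT libraries of its stage with DESeq2. The settings of featureCounts for strand and for reads with several matches, and whether fold changes were shrunken, are not mentioned in the paper's text. The deposited values are 8 tables of 25209 genes, with 6 columns each: a base mean, which the authors computed as the mean normalized signal over the libraries compared, the log2 fold change of KO over WT, its standard error and the Wald score as the authors' DESeq2 run gave them, and the authors' p-value and adjusted p-value. The tables hold no count per library. The 4 stages were normalized separately, so levels were not compared between stages, only fold changes.

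Because no counts were used, neither the counts nor their spread could be modelled again, and all calls rest on the authors' tests. The standard errors approach a ceiling for weakly expressed genes, which corresponds to a prior on the log2 fold change with a standard deviation between 0.343 and 1.31, depending on the table. The log2 fold change without this prior was recovered from the standard error for genes with a base mean of at least 1000. The approximate depth of a library was obtained from genes with 1 read in that library, whose base mean shows the size factor, and the ratios of the WT size factors of one table of a stage to those of the other spread by at most 0.490%, as they do when both tables hold the same WT libraries, scaled anew in each. The depth was between 15.1 and 39.7 megareads (M) per library. Naive cells had about 36.1 M per WT library (median) and 3 libraries per group, and the other stages fewer of both. On simulated data more of the small changes were called in naive cells than elsewhere, for reasons that were not tested. Different numbers of called genes between stages therefore do not by themselves show different numbers of changed genes.

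Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the plots. A gene counted as called when its adjusted p in a deposited table was under 0.05, and as shared when it was called in both clones in the same direction. Genes whose adjusted p is missing in a table were left out of the tests of that stage. The comparisons of the 2 clones share their WT libraries. Therefore 100 simulations per stage of unchanged clones, and 100 of clones with independent effects, against shared WT libraries were set beside each overlap and correlation. The unchanged clones carry error alone, so their correlation is not that of clones with independent effects. The call of shared genes was tested on simulated data with 100 genes changed by 0.5 and 100 changed by 1 on the log2 scale at each stage. These genes were drawn from those with a base mean of at least 100, and all others were left unchanged. The shares recovered are therefore not those of all tested genes at the threshold of the deposited tables.

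Gene groups were tested with 18 lists written by hand, for DNA replication (66 genes), mitotic division (108), cell cycle (119), RNA degradation (69), glycolysis (30), nuclear transport (65), neurogenesis (122), Wnt signaling (95), cardiac muscle (95), extracellular matrix (84), pluripotency (34), primed epiblast (21), endoderm (30), imprinting (62), the Y chromosome (8), p53 targets (33), the neighbours of Zfp512b (19) and ribosomal proteins (87). They stand for the processes named in the figures and are not the GO or KEGG terms that the paper tested. The number of list genes called was compared with 10000 random lists matched on mean expression in 20 bins (one-sided permutation test), with Benjamini-Hochberg adjustment over 144 tests. The smallest p this test can give is 0.0001, and the smallest adjusted p 0.00131. Genes are not independent replicates, and these tests describe the libraries compared. As another source of gene sets, 1444 mouse Reactome sets from fgsea 1.28.0 were tested with a one-sided hypergeometric test for sets with 10 to 500 tested genes, adjusted within stage and direction.

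Genes were placed on chromosomes with an annotation of mm9, the authors' build, by symbol (20202 genes) or by a synonym of the symbol (2320). For 2580 more the chromosome alone came from RefSeq, and 107 had none. Chromosome medians used genes with a base mean of at least 100 and were taken relative to the median of all such genes. Differences between the fold changes of 2 stages were tested for each clone from the deposited standard errors and called where both clones passed with the same sign. Differences between the clones were tested in the same way. Since the clones share WT libraries, the errors of that test are overstated.

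The genes named in the text were fixed by a rule. It takes every gene the paper names in its text or in Fig. 5C and D, whose positions in the figure had been seen, the paralogue Zfp512, per stage the 3 upregulated and the 3 downregulated genes with the largest change in the clone with the smaller change and a base mean of at least 50, per list and stage the 3 genes with the smallest adjusted p in both clones, and the 3 genes downregulated at all differentiation stages. Genes of imprinting and of the Y chromosome that fall outside the rule were chosen after their values were seen, as were the genes listed for all 3 stages. The same holds for Hand1, Gata6 and Hand2 in CMs. Of genes of the rule, the text gives those that bear on a statement. One gene that the rule selects is not reported here.

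Alternatives were adjusted p of 0.01 and 0.1, unadjusted p, minimum absolute log2 fold changes of 0.5 and 1, adjustment over all genes with a p-value, a base mean of at least 10, a single test on the larger p of both clones, and log2 fold changes re-centred on their median. Leaving out chromosome 8, re-centring it on its own median, differences between stages and between clones without the prior and a stricter call for Reactome sets were added after the data had been seen. The paper's Supplementary Tables were not used here, and the RT-qPCR, imaging and mass spectrometry experiments were not analysed here.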

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

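The tests of GC content and gene length, of scaling, of copy loss in WT cells, of a copy difference in part of the cells, of the spread on chromosome 8, of the cardiac genes between clones and of the Y-linked genes, the comparisons between clones, the counts of opposite calls between stages, the rule that counts imprinted genes changed in a single clone, and the tests of the p53 targets in primed cells and NPCs and their reading in naive cells were chosen only after the results had been seen.

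A shift of chromosome 8 stands out in data that the paper did not analyse by position. The median log2 fold change of its genes relative to all genes was at least 0.41 in each of the 8 tables and at most 0.51, and between 79.7% and 97.9% of its genes were raised. In bins of 10 Mb with at least 8 genes, a number set after the values were seen, the medians were between 0.36 and 0.71, and these bins reach from the start of the chromosome to 130 Mb. Of the bins with fewer genes, that of 50 to 60 Mb had 7 genes in primed cells and a median of 0.35 in KO #8, and the last, from 130 Mb, had 1 or 2 genes, with a median of -1.42 in CMs of KO #4 and above 0 in the other tables. Of the genes upregulated in both clones at all 3 differentiation stages, 99.5% lie there. The tables argue against several explanations. Lists from other chromosomes matched on GC content and gene length had medians of at most 0.0547 (1000 draws). A scaling factor per library moves all chromosomes alike, and chromosome 8 lay at least 0.375 above the next chromosome in every table. Loss of 1 of 2 copies in all WT cells would give a log2 fold change of 1, while the highest median without the prior was 0.54. The shift predicted for gain or loss of a whole chromosome, a median about 0.4 or more from the others, was there, with a lowest median of 0.41. Without the prior the medians were between 0.45 and 0.54, and 3 copies against 2 in all cells would give 0.58. An additional copy of chromosome 8 in most cells of both clones is therefore a candidate explanation. A copy difference in only part of the WT or KO cells cannot be told apart from it (lowest median without the prior 0.45), because the same WT libraries stand against both clones and no genomic DNA was analysed here. Repression of a minority of the chromosome 8 genes by ZNF512B would leave the others unmoved, which the values argue against. The lower quartile of its genes relative to all genes was above 0 in each of the 8 tables, at the lowest 0.13 in CMs of KO #4. Repression of most of its genes is not excluded. It would need most genes of 1 chromosome to rise together by a like amount, in both clones and at every stage. The spread of the fold changes on chromosome 8 was between 0.87 and 1.10 times that of the other chromosomes, so the rise did not clearly widen it. The paper's text does not mention a karyotype. Whether a copy difference contributes to the faster growth of the clones was not tested.

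The 2 clones differed from each other. The fold changes of 518 genes differed between the clones in naive cells, of 68 in primed cells, of 94 in NPCs and of 4623 in CMs, which is 31.3% of the CM genes tested (Benjamini-Hochberg adjusted p under 0.05). Of the CM genes that differed, 1926 were higher in KO #4 and 2697 in KO #8. The prior was weaker in the CM table of KO #4 than in that of KO #8 (standard deviation 1.31 and 0.620), which leaves changes of KO #4 larger. Without the prior, 38.1% of the CM genes that allow it differed, 875 of them higher in KO #4 and 846 in KO #8, against 38.4% of the same genes with the prior. A different extent of cardiomyocyte differentiation is a candidate explanation for CMs. The cardiac genes fell further in KO #4, with a median difference between the clones of -2.87. Of the 88 tested cardiac genes, 17 were raised in KO #8 and 6 in KO #4, so the list was not lowered throughout in KO #8. The list of the extracellular matrix also lay lower in KO #4 (median difference -1.22) and those of neurogenesis (0.68) and mitotic division (0.28) higher, all outside the range of 10000 random lists (permutation p = 0.0001, the smallest possible). Without the prior the median difference was -3.98 over 29 cardiac genes, -1.02 over 46 genes of the extracellular matrix and 0.27 over 73 of mitotic division (permutation p = 0.0001 in each). Over 22 genes of neurogenesis it was 0.10 (permutation p = 0.239), and 0.06 with the prior, so a difference of that list was not seen among its strongly expressed genes. In naive cells, primed cells and NPCs the difference of the cardiac list was -0.08, -0.02 and -0.07, and 0.22 over the 9 cardiac genes of NPCs with a value without the prior (permutation p = 0.000400). Other lists did differ there, among them mitotic division at -0.09 in NPCs and p53 targets at 0.22 in primed cells (permutation p = 0.0001 in each). Each clone had 2 CM libraries, and a difference between the cultures of 1 differentiation run and a stable difference between the clones cannot be separated, since the sources used here name no separate runs.

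The effects of the KO differed between stages. Genes whose fold changes differed in both clones with the same sign numbered 444 between naive and primed cells, 624 between naive cells and NPCs, 1437 between naive cells and CMs, 215 between primed cells and NPCs, 827 between primed cells and CMs and 703 between NPCs and CMs. Outright opposite calls were fewer, with 11, 66, 150, 16, 36 and 51 genes in the same order. The prior differs in strength between the tables and shrinks fold changes by different amounts. Without it, over the fewer genes it can be removed for, the counts were 181, 118, 608, 41, 374 and 196. Genes of chromosome 8 made up 20 of the 444, 30 of the 624, 73 of the 1437, 12 of the 215, 51 of the 827 and 38 of the 703. Cells at different stages express different genes, so a biological difference between stages stays open and was not tested further.

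Imprinted genes changed strongly in a single clone. In naive cells, 6 of 47 tested imprinted genes (Dio3, Grb10, H19, Nnat, Peg3 and Sgce) had an absolute log2 fold change of at least 1 and a call in 1 clone, none in the other that met both, and a difference between the clones, where 0.393 were expected. In primed cells there were 6 of 43, in NPCs 8 of 53 and in CMs 23 of 55, with 0.0488, 0.231 and 7.71 expected. The permutation p was 0.0001 at each of the 4 stages, the smallest possible. In KO #4 lay 5, 6, 8 and 18 of these genes and in KO #8 1, 0, 0 and 5. H19 changed by 2.33, 2.41 and 2.67 in KO #4 in naive cells, primed cells and NPCs in the authors' deposited table and by -0.19, -0.93 and -1.43 in KO #8. It thus rose in one clone and fell in the other in NPCs, where it is not among the 8 genes, and in CMs it fell in both clones (-1.16 and -2.22 in the authors' deposited table). Grb10 changed by -7.09 in NPCs and -7.61 in CMs in KO #4 in the authors' deposited table, against -0.45 and -0.35 in KO #8. The pattern is consistent with a clonal loss or gain of imprinting in KO #4 (permutation p = 0.0001 for the number of genes), which was the prediction, and was tested on RNA alone. In CMs many other genes differed between the clones too, so the pattern there is less specific.

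Targets of p53 were lower in CMs. Of 33 genes, 18 were downregulated in both clones against 2.61 expected (permutation test, adjusted p = 0.00131, the smallest possible), with Cdkn1a at -2.03 and -1.29, Plk2 at -2.36 and -1.44 and Perp at -2.31 and -1.54 in the authors' deposited table. The count was 19 when adjusted over the list alone. Loss of p53 activity in the clones was weighed as an explanation of their faster growth. In primed cells and NPCs the median of the list lay at percentiles 99.66 and 99.99 of random lists (permutation test, adjusted p = 0.0153 and 0.00125 for higher targets), which argues against a loss of p53 activity at these stages. The rise came mainly from 1 clone at each, with medians of 0.20 in KO #4 and -0.01 in KO #8 in primed cells and of 0.01 and 0.20 in NPCs. In naive cells the median lay at percentile 58.1, and 7 of 32 targets were upregulated and 3 downregulated. By the prediction written first, a list within the range of random lists speaks against this explanation there too. It is left open for naive cells because the members went both ways, a reading settled after the values were seen. Whether the lower targets in CMs come from p53 or from the makeup of the cultures was not tested.

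Many pluripotency genes were lower in naive cells, where 14 of 34 were downregulated in both clones against 4.78 expected (permutation test, adjusted p = 0.00240) and 5 were upregulated. In primed cells 9 of 34 were downregulated (adjusted p = 0.00131). Both downregulated counts were the same when adjusted over the list alone. The median of the list, read after the results had been seen, did not pass in naive cells (permutation test of medians, adjusted p = 0.0674). It passed in primed cells (0.000758). The hypergeometric test without matching, read at the same point, gave 5.44e-05 and 4.76e-06. No technical or biological explanation of the lower pluripotency genes was tested.

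Y-linked genes were higher in both clones. In naive cells 4 of 7 were upregulated in both against 0.651 expected (permutation test, adjusted p = 0.0130), and 4 when adjusted over the list alone. The median of the list was 0.51 in KO #4 and 0.64 in KO #8, with 6 and 7 of the 7 genes raised. Loss of the Y chromosome in part of the WT cells may explain this (lowest naive median 0.51). With so few genes, 1 of them lowered in KO #4, it cannot be told apart from a change of the single genes.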

How the results depend on the processing

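Leaving out or re-centring chromosome 8, removing the prior, the stricter call for Reactome sets and all tests of lists at all 3 differentiation stages were chosen only after the results had been seen. The other alternatives named in what follows were chosen before the data were examined.

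No paired analysis was possible because the tables hold no values per library, although the labels give the groups the same replicate numbers. For the same reason, leaving out each replicate, a fit with the replicate number as a block, edgeR against DESeq2, other size factors and other splits of the samples were not run. The authors' tables allow no estimate of what 1 library contributes to a call.

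The 9 counts of shared genes stayed within 1.5 times their values at an adjusted p of 0.1, with adjustment over all genes, a base mean of at least 10, the larger p of both clones and re-centring. At an adjusted p of 0.01, 8 of 9 did, and the primed downregulated genes fell to 199. A minimum absolute log2 fold change moved all 9. At 1, there were 46 genes up and 49 down in naive cells, 0 and 4 in primed cells, 75 and 27 in NPCs and 23 and 197 in CMs, and 1 at all 3 stages. At 0.5, there were 528 and 369, 153 and 75, 441 and 187, and 324 and 628, and 19 at all 3 stages. The construction of this alternative shows the cause, since most changes are smaller. With unadjusted p, which the figure legends name, the counts were 983 up and 728 down in primed cells and 1059 and 574 in NPCs. Over the alternatives chosen first, the shared upregulated genes numbered between 46 and 1973 in naive cells, 0 and 983 in primed cells, 75 and 1059 in NPCs and 23 and 1031 in CMs. The shared downregulated genes numbered between 49 and 2048, 4 and 728, 27 and 574 and 197 and 1362.

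Without chromosome 8, the upregulated genes were 263 in primed cells, 314 in NPCs and 424 in CMs, and 4 genes were left at all 3 stages. With chromosome 8 re-centred these were 259, 306, 427 and 3. In naive cells the counts stayed within 1.5 times, while the upregulated share went from 49.8% to 39.9% with re-centring. The share of chromosome 8 among the genes upregulated at all 3 stages was between 96.8% and 100% over adjusted p of 0.01 and 0.1, unadjusted p, a minimum of 0.5, adjustment over all genes, a base mean of at least 10, the larger p and re-centring.

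Of the list tests, 26 were recomputed under each of the alternatives that count calls. Re-centring changed none of the 26 in its side of the threshold. A hypergeometric test without matching brought naive DNA replication to an adjusted p of 0.0223, the naive cell cycle to 0.0358, primed DNA replication to 0.00137, primed nuclear transport to 7.09e-05 and primed RNA degradation to 0.0403, and at all 3 stages DNA replication and RNA degradation to 0.00941 each. The lists hold genes of high expression, which are called more often, and matching takes this into account. The Reactome set of nearest name gave 0.0383 for naive DNA replication, 2.21e-05 for the naive cell cycle, 0.00460 for the primed cell cycle and 0.00961 for upregulated Wnt genes in naive cells, and lost upregulated neurogenesis (0.132) and glycolysis (0.204) in naive cells, downregulated neurogenesis (0.713) and Wnt genes (1) in NPCs and RNA degradation in CMs (1). Those sets hold other genes than the lists. The median of the list gave 0.00125 for primed nuclear transport and 0.00125 for the NPC cell cycle, and 1 for downregulated neurogenesis in NPCs, whose other members rose. Calls at 0.01 brought the downregulated Wnt genes of NPCs to 0.188. Without chromosome 8, primed nuclear transport came to 0.0216 and RNA degradation in CMs to 0.508. Beyond what is said here, the cause was not tested. Cardiac muscle, mitotic division, cell cycle, p53 targets and ribosomal proteins in CMs, upregulated neurogenesis and the extracellular matrix in NPCs, and glycolysis in primed cells kept their side under every alternative run for them.

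Reactome sets past an adjusted p of 0.05 fell from 74 to 42 for upregulated naive genes, from 2 to 0 for upregulated primed genes, from 4 to 0 for upregulated and from 8 to 1 for downregulated NPC genes when genes were called at 0.01, which leaves fewer genes to test. Without chromosome 8, 0 sets were left for upregulated primed genes.

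The Spearman correlation of the clones with a base mean of at least 10 was 0.757 in naive cells and 0.290 in CMs. Among genes called in at least 1 clone it was 0.845 in naive cells, 0.884 in primed cells and 0.772 in NPCs, and the same sign was found for 91.6%, 95.4%, 91.4% and, in CMs, 66.2%. Such genes are selected for their change. Without chromosome 8 it was 0.725, 0.733, 0.555 and 0.247 in naive cells, primed cells, NPCs and CMs, with the same sign for 76.9%, 77.5%, 69.1% and 60.8%.

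Stage differences stayed within 1.5 times with a base mean of at least 10 and without chromosome 8. On fold changes without the prior, which fewer genes allow, they fell to 181 between naive and primed cells, 118 between naive cells and NPCs, 608 between naive cells and CMs, 41 between primed cells and NPCs, 374 between primed cells and CMs and 196 between NPCs and CMs. As shares of the genes tested, these were 4.72%, 2.98%, 15.1%, 1.35%, 11.6% and 4.97%, against 3.77%, 4.85%, 10.8%, 1.88%, 7.15% and 5.18% with the prior, so the share rose in 3 of the 6 pairs. The genes that differed between the clones were 322 of 6485 in naive cells, 57 of 3892 in primed cells, 34 of 4618 in NPCs and 1721 of 4523 in CMs without the prior, and 326, 58, 36 and 1739 of the same genes with it. Of 148 values of named genes, 147 kept their side under adjustment over all genes, where Ngfr in primed cells went to 0.0741, and 147 under re-centring, where Pygb in naive cells went to 0.0364. Which direction held more shared genes did change. In primed cells it went from 64.9% up to 43.5% without chromosome 8, at all 3 stages from 200 up and 3 down to 1 and 3, and in naive cells from 49.8% up to 58.9% at a minimum of 0.5. Changes of 0.5 on the log2 scale in NPCs and CMs were missed in at least 1 clone more often than not on simulated data with few changed genes. The counts of shared genes at those stages may therefore leave out part of the small changes, but how large a part was not estimated.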

Differences from the paper's values

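The tests of lists at all 3 differentiation stages were chosen only after the results had been seen. No count that the paper gives in its text differed from the value found here. The paper's 203 genes at all 3 stages, 750 upregulated and 971 downregulated genes in CMs were found as the same numbers, 3172 genes stand beside the paper's more than 3000 in naive cells and 978 beside the paper's nearly 1000 in primed cells. The numbers printed in the Venn diagrams of Figs. 5B and 7 match the counts found here, except for the genes upregulated in KO #8 alone in naive cells, 754 here, whose last 2 digits stand in the other order in Fig. 5B.

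Some statements on gene groups were not met by the hand-written lists, which are not the GO and KEGG terms of the paper. The paper states that downregulated genes of naive cells were associated with neurogenesis. Of the list used here 11 of 78 genes were downregulated (adjusted p = 0.292, and between 0.0923 and 1 over the alternatives) and 16 upregulated (adjusted p = 0.0130). Id4, Gli2 and Hes1 of that list were downregulated in both clones, and no alternative run here brought the downregulated genes past the threshold. Fig. 5E shows terms of neurogenesis for upregulated genes as well.

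The paper states that DNA replication was enriched among upregulated genes of naive and of primed cells. The list used here gave adjusted p of 0.204 and 0.107. In naive cells the hypergeometric test without matching (0.0223), set before the data were examined, and the Reactome set DNA Replication (0.0383), also set before, pass the threshold, and the median of the list (0.123), calls at 0.01 (0.127), re-centring (0.0982) and, chosen after seeing the values, leaving out chromosome 8 (0.595) do not. In primed cells the hypergeometric test (0.00137) passes it, and the Reactome set (0.591), the median (1), calls at 0.01 (0.491), re-centring (0.183) and leaving out chromosome 8 (0.494) do not. Orc6 and Mcm5 were upregulated in both clones at both stages.

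The paper states that genes upregulated at all 3 stages were associated with RNA degradation and the cell cycle. The lists gave adjusted p of 0.0981 and 1, with 6 and 5 genes. A hypergeometric test without matching, chosen after seeing the values, gave 0.00941 for RNA degradation and 0.195 for the cell cycle. In naive cells the lists of the cell cycle gave 0.340, with 0.0358 in the hypergeometric test and 2.21e-05 for the Reactome set Cell Cycle, Mitotic. In CMs the lists of cardiac muscle, mitotic division and the cell cycle and in primed cells that of glycolysis passed the threshold in the direction the paper gives. For NPCs the paper's text gives no direction, and neurogenesis passed in both and Wnt genes in the downregulated direction.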

Other observations

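Overlaps between stages, the medians of the neighbours and the simulations without chromosome 8 were chosen only after the results had been seen. So were the readings of list medians, hypergeometric tests and Reactome sets in this section.

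Noise of the shared WT libraries was tested as an explanation of the shared genes. With independent effects of the clones and shared WT noise, at most 1077 shared genes were simulated in naive cells, 217 in primed cells and 182 in NPCs, against 3172, 978 and 977 observed. Shared WT libraries correlate the errors of the clones by about 0.5, which over the wider spread of the observed Wald scores is a correlation of 0.0427, 0.104 and 0.119. Taking 0.5 for the scores themselves, as a limit, gave at most 2123, 503 and 458. At these stages shared noise, drawn separately for each gene, does not account for the overlap. A lasting difference of the WT cells from both clones would look like a shared effect, and the simulation cannot see it. The paper states that WT cells taken through the same editing and selection were impractical to make. The test therefore does not tell effects of the KO from such a difference. Off chromosome 8 the observed overlaps of 2649, 605 and 621 were above the simulated 931, 158 and 126, and above 1834, 326 and 302 at the limit. In CMs at most 949 were simulated and 1721 observed, but the limit gave 1850, and off chromosome 8 1571 against 1384 observed, so shared noise cannot be told apart from shared effects for part of the CM genes. How far the noise spreads over the called CM genes cannot be seen without counts and keeps this open.

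The terminator cassette could act on the genes next to Zfp512b. Of 19 neighbours, 0 were called in both clones in one direction at all 4 stages, and 3, 0, 2 and 1 were shared in naive cells, primed cells, NPCs and CMs. The smallest adjusted p over stages and directions was 0.801. The median of the list was above 0 in KO #4 (0.08, 0.13, 0.09 and 0.11) and below 0 in KO #8 (-0.12, -0.00, -0.04 and -0.04) at the 4 stages, and the members went both ways in each clone. An action on some neighbours stays open, since a missed threshold and medians near 0 exclude nothing.

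The overlaps between stages were dominated by chromosome 8 among upregulated genes and not among downregulated genes. Of 479 genes upregulated in both clones in naive and in primed cells, 348 lie there, of 333 in naive cells and NPCs 305, of 341 in naive cells and CMs 295, of 272 in primed cells and NPCs 265, of 264 in primed cells and CMs 247 and of 231 in NPCs and CMs 220. The downregulated genes shared by the same pairs numbered 213, 54, 145, 18, 45 and 49, with at most 1 on chromosome 8.

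Ribosomal protein genes moved in opposite directions, with 27 of 86 downregulated in naive cells against 11.7 expected (permutation test, adjusted p = 0.00131, the smallest possible), 30 when adjusted over the list alone, and 55 of 83 upregulated in CMs. Glycolysis, lower in naive and primed cells, was higher in CMs, where 10 of 30 genes were upregulated against 3.44 expected (adjusted p = 0.0126). It was 11 genes when adjusted over the list alone. The median of the list in CMs gave an adjusted p of 0.0518 (permutation test of medians). In one-sided hypergeometric tests the list gave 1.54e-05 and the Reactome set Glycolysis 5.45e-06. The extracellular matrix list held 14 of 62 downregulated genes in naive cells (adjusted p = 0.0111). In primed cells it held 6 of 48 (0.0130) and in CMs 14 of 82 (0.0209). Adjusted over the list alone, the counts were 14, 6 and 17. Its median gave adjusted p of 0.198, 0.450 and 0.000758 at these stages (permutation test of medians). The Reactome set Extracellular matrix organization gave 0.409, 0.671 and 2.06e-11 (one-sided hypergeometric test). The hypergeometric test of the list, without matching, gave 0.0313, 0.0164 and 0.00646. Of the primed epiblast list, 6 of 16 genes were upregulated in naive cells against 1.37 expected (adjusted p = 0.0126), with the same count adjusted over the list alone. Downregulated Wnt genes in primed cells were 6 of 63 (adjusted p = 0.0210) and downregulated cardiac genes in NPCs 5 of 66 (0.0210). Adjusted over the list alone, they were 6 and 7. The result of the primed Wnt genes depended on the statistic. The median of that list lay on the upregulated side (0.0047, percentile 67.74 of random lists). Reactome's Signaling by Wnt held 4 downregulated genes of 174 against 5.05 expected. The hypergeometric test of the list, without matching, gave an adjusted p of 0.0450. RNA degradation held 12 upregulated genes of 67 in CMs (adjusted p = 0.0374), 7 of them on chromosome 8, and 8 of 67 in NPCs (0.112). Nuclear transport held 16 of 65 in naive cells (0.130). Each of these counts was the same when adjusted over the list alone. For nuclear transport in naive cells, the median (0.00332) and the hypergeometric test without matching (0.00822) passed the threshold. The nearest Reactome set (0.828) and leaving out chromosome 8 (0.0692) did not. The endoderm list held at most 2 called genes in either direction at any stage, with adjusted p of at least 0.498. Its median, however, was below all random lists in NPCs (-0.21) and in CMs (-0.74, adjusted p = 0.000758 in each from the permutation test of medians, the smallest possible). The imprinted list as a whole, counted over both clones, had adjusted p of at least 0.0591 in the permutation test of counts. Its median lay above random lists in primed cells (adjusted p = 0.000758) and NPCs (0.00943), the hypergeometric test of downregulated genes in NPCs gave 0.0327, and 6 of 43 genes upregulated in primed cells gave 0.00560 without chromosome 8. In all, 25 of 144 tests passed an adjusted p of 0.05, and 29 without chromosome 8.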
